# Revisiting Fur Regulon Leads to a Comprehensive Understanding of Iron and Fur Regulation

**DOI:** 10.3390/ijms24109078

**Published:** 2023-05-22

**Authors:** Chaofan Hou, Lin Liu, Xian Ju, Yunzhu Xiao, Bingyu Li, Conghui You

**Keywords:** ferric-uptake regulator, iron metabolism, carbon metabolism, respiration, motility, *Escherichia coli*

## Abstract

Iron is an essential element because it functions as a cofactor of many enzymes, but excess iron causes cell damage. Iron hemostasis in *Escherichia coli* was transcriptionally maintained by the ferric uptake regulator (Fur). Despite having been studied extensively, the comprehensive physiological roles and mechanisms of Fur-coordinated iron metabolism still remain obscure. In this work, by integrating a high-resolution transcriptomic study of the Fur wild-type and knockout *Escherichia coli* K-12 strains in the presence or absence of iron with high-throughput ChIP-seq assay and physiological studies, we revisited the regulatory roles of iron and Fur systematically and discovered several intriguing features of Fur regulation. The size of the Fur regulon was expanded greatly, and significant discrepancies were observed to exist between the regulations of Fur on the genes under its direct repression and activation. Fur showed stronger binding strength to the genes under its repression, and genes that were repressed by Fur were more sensitive to Fur and iron regulation as compared to the genes that were activated by Fur. Finally, we found that Fur linked iron metabolism to many essential processes, and the systemic regulations of Fur on carbon metabolism, respiration, and motility were further validated or discussed. These results highlight how Fur and Fur-controlled iron metabolism affect many cellular processes in a systematic way.

## 1. Introduction

Iron is an essential nutrient to all kingdoms of life. In the form of isolated iron or an iron complex such as a heme group or Fe-S cluster, iron functions as a cofactor by incorporating into a large number of enzymes working in pathways ranging from central carbon metabolism to DNA synthesis [1,2,3]. Thus, a sufficient iron pool needs to be maintained to sustain the production of iron-utilizing proteins. However, excess iron causes problems, especially in an oxidative atmosphere. During aerobic respiration, H_2_O_2_ was produced as a byproduct [4]. It can react with ferric iron (Fe^2+^) via the Fenton reaction [5,6] and produce reactive oxygen species (ROS). ROS can cause damage to proteins and DNA, resulting in cell death eventually [5,7,8,9]. Therefore, iron metabolism should be tightly controlled in order to maintain a sufficient iron pool to produce iron-utilizing proteins but to avoid excess iron that causes cell damage via ROS.

In *Escherichia coli* and in most Gram-negative bacteria, iron homeostasis is maintained by the ferric uptake regulator (Fur) together with the Fe^2+^ cofactor, which precisely controls the expression of genes functioning in iron metabolism [1,2,3]. Interestingly, even Fur without an iron cofactor (*apo*-Fur) can act as regulator, both in non-pathogenic *E. coli* [2] and some pathogenic bacteria [10,11,12]. Fur is able to repress and activate the expression of genes. Fur binds to Fe^2+^ and represses the transcription of iron-uptake genes by binding directly to their −35 and −10 promoter regions, which blocks the access of RNA polymerase [13,14,15]. Fur activated the expression of iron-storage genes [16] and several genes functioning in various cellular processes [2,17]. Fur activation is mediated by binding to extended sites between 60 and 240 bp upstream of the transcriptional start site (TSS). Gene expression is exerted either by stimulation of transcription by recruitment of RNA polymerase or by transcriptional silencing via the histone-like nucleoid-associated protein, H-NS [16]. Additionally, Fur also activates gene expression indirectly via regulation of the small RNA RyhB [3,18,19]. 

In *E. coli*, the Fur regulon has been extensively investigated via both in vitro DNA-binding [20,21] and in vivo ChIP-seq [2,3] experiments. Altogether, the current potential Fur regulon contains approximately 69 transcriptional units [2,3,22,23]. Beyond controlling iron metabolism, Fur controls the expression of several genes functioning in DNA synthesis, energy metabolism, and biofilm development [2]. However, given that several hundreds of genes have been identified to respond to Fur and iron in global assays [2], putative genes in Fur regulon could be hidden due to the limitations of experimental conditions in various laboratories. The present understanding of iron and Fur regulation could be limited. Additionally, is Fur the sole transcriptional factor responding to iron in *E. coli*? The answer to this question still seems to be obscure. A better understanding of iron and Fur regulation is required. 

In the present work, by integrating a high-resolution transcriptomic study of the Fur wild-type and knockout *E. coli* K-12 strains in the presence or absence of iron with high-throughput ChIP-seq assay and physiological studies, we re-studied the regulatory roles of iron and Fur systematically. Firstly, we proved that the transcriptional response of *E. coli* to iron was mediated solely by Fur. Next, we not only expanded the Fur regulon but also ascertained that a significant difference existed between the regulations of Fur on the two groups of genes under its direct repression and activation. Finally, we found that Fur linked iron metabolism to more fundamental processes than previously reported, and Fur exhibited systemic regulations on carbon metabolism, respiration, and motility. As a result, we interpreted the regulatory roles of iron and Fur regulation more comprehensively.

## 2. Results

### 2.1. Fur Is the Sole Regulatory Factor Responding to Iron

It is well known that iron metabolism is controlled mainly by Fur in *E. coli*. However, it is obscure whether Fur is the sole regulatory factor responding to iron or not. To answer this question, we studied the transcriptomes of the Fur wild-type and knockout strains grown in minimal medium with or without supplementation of iron via high-resolution RNAseq, which we had applied to extend the regulons of several global regulators including Crp and Cra [24,25]. 

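The transcriptomes covered 4 conditions, NCM3722 with iron, NCM3722 without iron, CY405 with iron and CY405 without iron, with 3 libraries each from independent RNA extractions. Cells grew at 37 °C on 20 mM sorbitol, with 1 mg/L ammonium iron citrate where iron was supplied. The authors deposited the number of reads counted on each gene without normalization. The total count per library ranged from 5133972 to 7789774, with medians of 7233360, 5906016, 5894165 and 6108320 in the 4 conditions in that order. At these depths 3 counts, taken as the floor, corresponded to an expression of 0.382 to 0.614 CPM, the count scaled to library size with edgeR's TMM normalization. A single RNA, ssrA, took between 15.2% and 27.4% of the counts of a library. The deleted gene itself, fur (AA953_RS09425), lies at 1914075 to 1914521 on the NCM3722 chromosome. It was expressed at 480.4 ± 61.1 CPM (SD, n = 3) in NCM3722 with iron and at 387 ± 104 CPM (SD, n = 3) without iron. The 3 CY405 libraries with iron held 0 to 6 counts of fur, and the 3 without iron held 1 to 4. The log2 fold change of NCM3722 versus CY405 was 9.85 with iron (standard error 0.34, adjusted p = 5.58e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without iron it was 9.71 (standard error 0.37, adjusted p = 1.08e-05). With each library left out in turn, the first value stayed between 9.32 and 11.15 and the second between 9.44 and 9.96. Each comparison of conditions was fitted on its own 6 libraries, over the genes that passed edgeR's filter on low counts, and genes with an adjusted p under 0.01 were called DEGs.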

As listed in Figure 1A, four pairs of transcriptome comparisons could be performed. We identified the differentially expressed genes (DEGs) in each of the four comparisons (Figure 1B–F). For the Fur wild-type strain of NCM3722, 58 DEGs were identified by comparing transcriptomes obtained under growth conditions with or without iron, and the bulk of the DEGs were repressed by iron, indicating that the signal of iron inhibited gene expression primarily in the wild-type strain (Figure 1B,C, Supplementary Table S1). In contrast, for the Fur-knockout strain of CY405, no DEGs were identified when comparing the transcriptomes obtained in equal conditions (Figure 1B,D). Thus, *E. coli* did not transcriptionally respond to iron in the absence of Fur. These observations showed clearly that Fur was the sole regulatory factor controlling the iron response, at least in the conditions that we studied.

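Of the 4084 genes tested in NCM3722 with iron versus without iron, 0 passed an adjusted p of 0.01 and 306 had an unadjusted p under 0.05. The smallest adjusted p, 0.0614, belonged to modA (AA953_RS09865, 1998964 to 1999737), which stood at 366 ± 2.41 CPM with iron and 1022 ± 246 CPM without iron (SD, n = 3 each). The siderophore receptor gene cirA (AA953_RS17435, 3484673 to 3486664) was at 190.4 ± 46.9 CPM with iron and 4252 ± 3077 CPM without iron. Its log2 fold change of -4.47 (standard error 0.79) had an adjusted p of 0.195, and the 3 libraries without iron ranged from 1023 to 7150.3 CPM. The enterobactin gene entC (AA953_RS08995, 1829959 to 1831134) fell by 3.66 on the log2 scale with iron (adjusted p = 0.143), and the bacterioferritin gene bfr (AA953_RS00315, 42588 to 43064) changed by 0.99 (adjusted p = 0.372). DESeq2 in place of edgeR gave 52 DEGs, 3 higher and 49 lower with iron. With 1 library left out, alternatives added after seeing the data, it gave from 26 DEGs without NCM3722 with iron replicate 3 to 81 without replicate 1 of that condition. Over 24 repressed units of Table S5 with a peak enrichment of at least 2.51, whose expression differed by at least 1 on the log2 scale, NCM3722 without iron replicate 2 lay at a median of 56.2% of the way from the other replicates without iron to the libraries with iron. Without this library, edgeR called 42 DEGs, 40 of them lower with iron. The log2 fold change of cirA was then -4.94, and over the fits that each left out 1 library its adjusted p ranged from 0.000194 to 0.995. All 58 genes of Table S1 were tested, and all 58 changed in the direction listed there with an unadjusted p under 0.05. The 56 of them listed as lower had a median log2 fold change of -1.30. Across all tested genes, 12.9% had every library of one condition above every library of the other, where chance gives 10%.

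**Figure D1:**
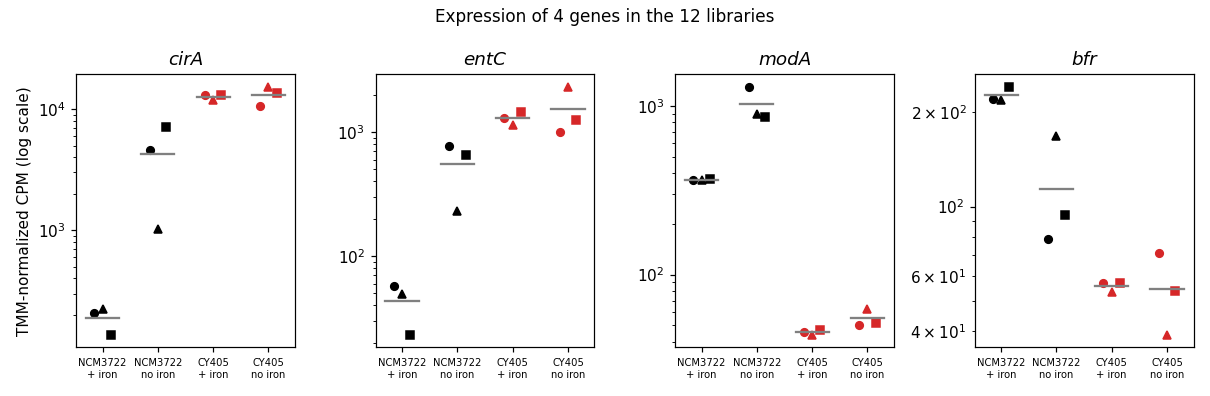
TMM-normalized expression in CPM, on a log scale, of cirA, entC, modA and bfr in each of the 12 libraries. Circles, triangles and squares are replicates 1, 2 and 3, black for NCM3722 and red for CY405, and gray lines are the means of 3 libraries; for cirA, NCM3722 without iron replicate 2 sits at 1023 CPM, nearer to the libraries with iron than the other replicates.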

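In CY405 with iron versus without iron, 3974 genes were tested, 0 were called and 198 had an unadjusted p under 0.05. The smallest adjusted p was 0.954. The gene cirA was expressed at 12667 ± 699 CPM with iron and 13132 ± 2396 CPM without iron (SD, n = 3 each), a log2 fold change of -0.06 (standard error 0.18). For entC the log2 fold change was -0.23 (standard error 0.30). Leaving out CY405 without iron replicate 2 turned both values around, to 0.07 for cirA and 0.22 for entC. The 56 genes that Table S1 lists as lower with iron in NCM3722 had a median log2 fold change of -0.11 in CY405, between -1.06 and 0.38. Of the 58 genes of the table, 1 had an unadjusted p under 0.05 in CY405. The spread between replicates was similar in both strains, with a common biological coefficient of variation of 0.204 in CY405 and 0.214 in NCM3722. In counts simulated from these CY405 libraries, the test recovered 91 of 95 genes changed by 2 on the log2 scale and 38 of 95 changed by 1. The same check for NCM3722 recovered 88 of 96 genes changed by 2, yet cirA, at -4.47, was not called there, so these shares need not hold for genes that vary between replicates. DESeq2 also called 0 genes (178 at an unadjusted p under 0.05). Without CY405 without iron replicate 3, DESeq2 called 76 genes, 74 of them higher with iron, in a fit added after seeing the data. In edgeR without that library, 0 genes were called and 34 had an adjusted p under 0.05, 33 of them higher with iron. The manganese transporter gene mntH (AA953_RS18670, 3752148 to 3753386) was at 127 ± 19.1 CPM with iron and 372 ± 189 CPM without iron, a log2 fold change of -1.56 with an unadjusted p of 0.00433 and an adjusted p of 0.954. The tested genes of a prophage region, chosen after their values were seen, had a median log2 fold change of 1.39 with iron in CY405, with 44 of 58 at an unadjusted p under 0.05 and 0 called. For mntH, CY405 without iron replicate 3 lay 84.3% of the way from the other replicates without iron to the libraries with iron.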

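Whether the response to iron differed between the strains was tested as the interaction of strain and iron over all 12 libraries. Of 4171 genes tested, 0 had an adjusted p under 0.01 for the interaction and 195 had an unadjusted p under 0.05. DESeq2 called 31 genes. Leaving out NCM3722 without iron replicate 2 gave 36 genes, and leaving out CY405 without iron replicate 3 gave 11. In simulated counts this test recovered 63 of 100 genes whose interaction was 2 on the log2 scale and 7 of 100 where it was 1. Among the 58 genes of Table S1, 46 had an unadjusted p under 0.05 for the interaction, and 53 of the 56 listed as lower had a negative term, that is, a larger fall in NCM3722. These genes were chosen by the study on the same NCM3722 libraries, so the share is not independent evidence. As a set, the 32 tested genes of a list of SOS genes repressed by LexA had a median log2 fold change of 0.55 with iron versus without iron in CY405, 30 of them higher. The list was written after the paper's DEGs had been read. The adjusted p was 1.42e-17 with camera at a preset correlation of 0.01 between genes, but 0.159 with the estimated correlation and 0.0994 with fry. From the presence of DEGs in NCM3722 and their absence in CY405 (Figure 1B-D), the paper concludes that Fur alone controls the transcriptional response to iron under these conditions.

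**Figure D2:**
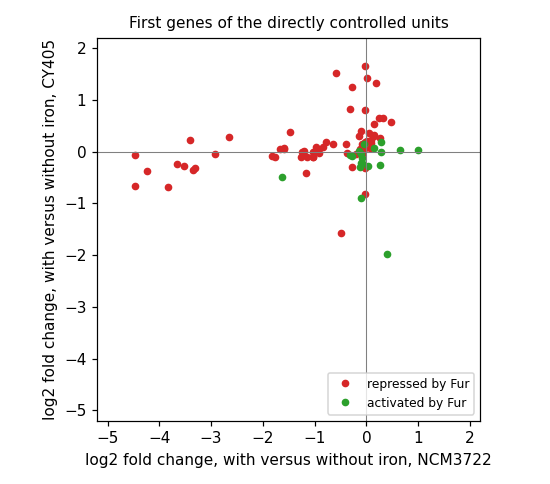
Log2 fold change with versus without iron of the first genes of 85 directly controlled units of Table S5, in NCM3722 (x axis) and in CY405 (y axis). Each point is 1 gene, red for the 66 repressed and green for the 19 activated by Fur, and the gray lines mark 0; in NCM3722, 26 of the repressed genes fell by more than 1 on the log2 scale, against 1 in CY405.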

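With iron, 361 of 4046 tested genes were DEGs between NCM3722 and CY405, 124 higher and 237 lower in NCM3722. Without iron, 24 of 4042 were DEGs, 17 higher and 7 lower. The common biological coefficient of variation was 0.159 with iron and 0.250 without iron, so the same fold change was easier to call with iron. In simulated counts, 84.4% of the tested changed genes were recovered with iron and 50.3% without iron. Of the 361 genes called with iron, 350 were tested without iron and 349 changed in the same direction there, with a median absolute log2 fold change of 1.70 with iron, where they were selected, and 1.02 without iron. With iron, 30.5% of the tested genes had libraries of the strains that did not overlap, against 16.6% without iron and 10% by chance. The log2 fold change of cirA, NCM3722 versus CY405, was -6.05 with iron (standard error 0.22, adjusted p = 5.58e-08) and -1.60 without iron (standard error 0.58, adjusted p = 0.307). The gene yjjZ (AA953_RS05785, 1182634 to 1182909) was a DEG in both, at -7.21 with iron and -4.25 without iron. The gene modA changed the other way, by 3.01 with iron and 4.25 without iron (adjusted p = 0.000170). The count without iron rested on single libraries. It was between 2 and 15 when 1 of the 6 libraries was left out, lowest without CY405 without iron replicate 3, and DESeq2 gave 119. With iron, DESeq2 gave 446, and the fits without 1 library gave 261 to 355.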

Since iron is the cofactor of Fur and Fur is highly functional with iron, as expected, more DEGs were identified in the comparison of the Fur wild-type strain versus the Fur-knockout strain with iron (Figure 1B,E, Supplementary Table S2) than in the similar comparison of the two strains without iron (Figure 1B,F, Supplementary Table S3). 

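All 24 genes called without iron were among the 361 called with iron, in the same direction, so that the comparisons together gave 361 DEGs. DESeq2 gave 454, of which 111 were called in both conditions. Of the 537 genes of Table S2, 536 were tested and 352 were called, and 9 genes outside the table were called. Of the 174 genes of Table S3, 173 were tested and 23 were called, with 1 gene called outside the table. Every tested gene of these tables changed in the direction listed there with an unadjusted p under 0.05. With an adjusted p under 0.05 in place of 0.01, 570 genes were called in either comparison.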

Combining the two comparisons, 560 DEGs were identified. Accordingly, these DEGs were subjected to a direct or an indirect regulation of Fur.

### 2.2. Fur Regulon Is Expanded by Combined Analysis of ChIP-seq and RNA-seq

In order to identify the detected DEGs mentioned above that were regulated directly by Fur, we applied a ChIP-seq assay to study the binding sites of Fur in the strain grown in the same medium as that used in the RNA-seq assay. By combining the two ChIP-seq results obtained in the growth conditions with or without iron, 596 binding sites of Fur on the chromosome were identified (Figure 2A, Supplementary Table S4). Several examples of the Fur-binding peaks were shown in Figure 2B. We noted that the bigger binding peak carried a higher value of the fold enrichment of the peak. In total, there were 377 peaks located in the promoter region and 219 peaks located in the CDS region (Figure 2C, Supplementary Table S4). 

ChIP [26] and ChIP-seq [3,27,28] have been widely used to measure the strength of transcriptional factor (TF) binding to specific target sites. Hence, by using the parameter of fold enrichment of the peak as a proxy of the binding strength of Fur, we identified that the binding strength of Fur was much stronger in the promoter region than that in the CDS region (Figure 2D), supporting its role acting as a transcriptional factor. Within the 377 binding sites located in the promoter region, there were 24 sites located in intragenic regions of divergent promoters. Thus, 401 transcriptional units could be controlled by Fur directly.

We then integrated the RNA-seq data with the ChIP-seq results to characterize the genes under the putative direct control of Fur. We listed the following selection criteria. If the expression of the first gene in each of the 401 transcriptional units was identified as DEG which was responding to Fur in the RNA-seq comparison of the Fur wild-type strain versus the Fur-knockout strain with (Figure 1E) or without iron (Figure 1F), this transcriptional unit was characterized as being under the direct control of Fur. Accordingly, 84 and 28 transcriptional units were respectively identified in the growth conditions with or without iron supplementation (Figure 2E), with 23 units identified in both conditions. 

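The peaks and units are those of Table S5, and the expression of the first gene of each of its 89 units was taken from the counts. With iron, 64 first genes were DEGs in the direction listed, and without iron 3 were, yjjZ, gpmA and flgL, all of them also called with iron. Adjusted over the list alone, 85 passed with iron and 9 without iron, which is not independent evidence because the study chose the units on these libraries. DESeq2 gave 73 with iron, 13 without iron, 12 in both and 74 in either. All 89 first genes were tested with iron and all changed in the listed direction. Without iron, 86 of 88 tested did. The count without iron was 0 when NCM3722 without iron replicate 1, NCM3722 without iron replicate 2 or CY405 without iron replicate 3 was left out.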

In total, we found that 89 transcriptional units were controlled by Fur directly, with 39 units being identified for the first time and with the remaining 50 units being consistent with the reported studies (Figure 2F, Supplementary Table S5). These transcriptional units contained 123 DEGs, accounting for approximately 22% of all the DEGs identified (Supplementary Tables S2 and S3).

Figure 3A illustrated several exampled binding peaks identified in this work, including Fur regulon genes that were newly identified and reported. The fold enrichment of these peaks ranged from 1.15 to 22.39, covering most of the peaks carrying weak to strong binding signals. To further substantiate the findings of our ChIP-seq, several of the Fur bindings to identify promoters, especially those with weak binding peaks, were further validated via in vitro electrophoretic mobility shift assay (EMSA) (Figure 3B). Thus, we expanded the Fur regulon greatly. 

Since we identified that a mere twenty-two percent of DEGs were subject to a direct control of Fur, a large portion of these DEGs were controlled by Fur in an indirect manner. We looked into the contribution of the small RNA of RyhB by comparing our results (Supplementary Tables S2, S3 and S5) to the RyhB reglon [3] that was defined recently. In total, we found that 71 DEGs were also controlled by RyhB, with 26 DEGs subject to a dual control of both RyhB and Fur and leaving 45 DEGs controlled by RyhB exclusively. Hence, less than ten percent of all the DEGs identified in this work were controlled by Fur indirectly via RyhB. As a result, other factors would contribute to the indirect regulation of Fur, and we proposed that the effect of ROS [5,6] could be considered.

### 2.3. Discrepancies Existed between the Regulations of Fur on the Genes under Its Direct Repression and Activation

In the 89 transcriptional units identified, 22 units were activated by Fur, and 67 units were repressed by Fur (Figure 4A), which supported the primary repressive role of Fur on gene expression [2,3,22,23]. 

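Of the 22 units listed as activated, 11 had a first gene called with iron and 1 without iron. Of the 67 listed as repressed, 53 were called with iron and 2 without iron. The median log2 fold change of NCM3722 versus CY405 was 0.93 with iron and 0.69 without iron for the activated first genes. It was -1.72 with iron and -0.81 without iron for the repressed ones. The iron storage gene bfr, listed as activated, rose from 55.7 ± 2.11 CPM in CY405 to 227 ± 13.0 CPM in NCM3722 with iron (SD, n = 3 each; log2 fold change 2.03, adjusted p = 5.69e-07 from edgeR's quasi-likelihood test). The toxin gene tisB (AA953_RS02120, 429894 to 429983), an SOS gene listed as repressed, had a log2 fold change of -2.58 with iron (adjusted p = 0.000240). It changed by 0.31 with iron versus without iron in NCM3722 (unadjusted p = 0.515). Of the 9 SOS and prophage units among the repressed ones, 8 were tested for iron in NCM3722, with a median log2 fold change of -0.01 against -0.88 for the 58 other repressed units tested. In CY405 all 9 were higher with iron, with a median of 1.33, 7 of them at an unadjusted p under 0.05 and 0 called. Their median in CY405 was 2.19 without CY405 without iron replicate 3. Leaving out CY405 with iron replicate 2 lowered the number of activated units called with iron or without iron from 11 to 6.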

We next investigated the possible difference between the regulations of Fur on these two groups of genes under its repression and activation.

High ChIP-seq signal of a TF usually corresponds to strong binding strength of this TF to the targets [3,27,28]. Accordingly, we compared the binding strength of Fur based on the parameter of the fold enrichment of the peak on these two groups of genes and identified that the binding strength of Fur on the genes repressed by Fur was significantly stronger than that on the genes activated by Fur (Figure 4B). This finding suggested that these two groups of genes could contain a distinct consensus sequence of Fur-binding motifs. We next performed MEME motif [29] analysis of the Fur-binding motifs of the genes in the two groups and found that their consensus sequences were quite different indeed (Figure 4C,D). The consensus sequence of Fur-binding motif obtained by the genes that were repressed by Fur in this work was a reverse complementary sequence that was AT-rich (Figure 4C), supporting the one reported [2]. The consensus sequence of the Fur-binding motif obtained by the genes that were activated by Fur was also AT-rich, but it was much shorter and was not a reverse complementary sequence (Figure 4D). Based on the identified consensus sequence, the binding site of Fur in each promoter was predicated (Supplementary Tables S6 and S7). The position of each of the binding sites relative to the TSS is shown in a box diagram (Figure 4E). The binding sites of Fur on the genes under its repression were near to the −35 and −10 regions of the promoters, with a median at −20 bp. In contrast, Fur-binding sites on the genes under its activation were far away from the −35 and −10 regions, with a median at −74 bp. These findings supported reported mechanisms of Fur repression and activation. 

The difference in the binding site of the two groups of genes could affect their responses to iron or Fur. Accordingly, we compared the fold changes in the shared DEGs that were simultaneously identified in the two transcriptome comparisons of the Fur-knockout strain versus the Fur wild-type strain grown in the conditions with and without iron (Figure 1E,F, Supplementary Table S8). Furthermore, these DEGs were controlled by Fur directly. We observed that the genes activated by Fur showed a similar fold of changes between the conditions with or without iron, whereas genes repressed by Fur showed a much bigger fold of changes when iron was supplied (Figure 4F), indicating that genes repressed by Fur were more sensitive to iron. In this line, we quantified the mean of the fold changes obtained in genes repressed and activated by Fur directly in the transcriptome comparison of the Fur wild-type strain versus the Fur-knockout strain, respectively. 

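Table S8 holds 18 first genes, 12 repressed and 6 activated, of which gpmA and flgL were called in both conditions here. The mean absolute log2 fold change of the 12 repressed genes was 2.46 with iron and 1.42 without iron. The difference was 1.04 ± 1.09 (SD over 12 genes), and 11 of the 12 were larger with iron. For the 6 activated genes the means were 1.37 and 1.29, with a difference of 0.0808 ± 0.228 (SD over 6 genes), and 4 of the 6 were larger with iron. The groups of genes differed by 0.962 in this quantity (two-sided exact permutation test over genes, p = 0.0456). Genes are not independent replicates. Of the alternatives tried, 10 gave a p above 0.05, among them the fit of all 12 libraries together, with a difference of 0.908 (exact permutation p = 0.0600), and 5 of the fits that left out 1 library. The smallest difference was 0.821, without NCM3722 without iron replicate 1 (exact permutation p = 0.0567). Tested gene by gene, the interaction of strain and iron had an unadjusted p under 0.05 in 8 of the 18 genes.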

As compared to Fur-activated genes, Fur-repressed genes showed statistically bigger fold changes (Figure 4G, Supplementary Table S9), indicating a relatively greater regulatory role of Fur on the genes that were inhibited by Fur. 

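Over the genes of Table S9 with iron, the absolute log2 fold change of NCM3722 versus CY405 was 2.20 ± 1.61 (SD) in the 64 repressed genes and 1.24 ± 0.738 (SD) in the 20 activated genes. The difference of 0.963 had p = 0.0113 in a two-sided permutation test with 100000 resamples over genes, which are not independent replicates. The medians were 1.78 and 0.981. The activated genes had peaks with a fold enrichment of at most 6.7. The 37 repressed genes with peaks no stronger than that had a mean of 1.85, a difference of 0.612 from the activated genes (permutation test, p = 0.0653).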

We also conducted a correlation analysis between the degree of Fur regulation and the binding strength of Fur on the Fur regulon genes under its activation and repression together (Figure 4H). Interestingly, we found a weak positive correlation, which was consistent with the reported findings of other TFs [30,31]. 

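Across the 84 genes of Table S9, Pearson's r between the absolute log2 fold change with iron and the fold enrichment of the peak in Table S5 was 0.456 (permutation p = 8e-05). Spearman's rho was 0.287 (permutation p = 0.0084). In a family of 6 relations, the Benjamini-Hochberg adjusted p was 0.00048 for r and 0.0168 for rho. The values are across genes, and genes are not independent replicates. Within the 64 repressed genes r was 0.417 (adjusted p = 0.00213) and rho 0.235 (adjusted p = 0.0906 from a permutation test). Within the 20 activated genes r was 0.190 (adjusted p = 0.426) and rho 0.354 (adjusted p = 0.151). Without the 2 genes of highest enrichment, r over the other 82 was 0.460 (permutation p = 0.00012).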

Altogether, the response of the gene to Fur showed such a general trend that the greater the degree of regulation, the stronger the binding ability of Fur to this gene, and vice versa. 

Therefore, we found that Fur-repressed genes were relatively more sensitive to iron or Fur regulation than Fur-activated genes, and this discrepancy could have resulted from the difference in the Fur-binding sites of the two groups of genes.

### 2.4. The Regulatory Role of Fur Is Far beyond Maintaining Iron Homeostasis

Since we identified quite a large number of transcription units under the direct control of Fur, we could decipher the regulatory function of Fur more comprehensively. Accordingly, the Fur-controlled transcriptional units identified in this work (Supplementary Table S5) were classified into functional groups according to the GO term annotation of the first gene in each unit. Interestingly, both Fur-activated and Fur-repressed transcriptional units could be organized into a consistent fashion of various categories (Figure 5). The functional group of ‘Iron homeostasis’ contained the largest number of transcriptional units, accounting for thirty percent of all the transcriptional units identified. The remaining seventy percent functioned in various fundamental processes, including carbon metabolism, respiration, and motility. Thus, consistent with the literature [2,3], the regulatory function of Fur was beyond regulating iron homeostasis. However, the regulatory roles of Fur were elaborated further in this work.

### 2.5. Fur Coordinates Iron and Carbon Metabolism

We noted that many genes functioning in carbon metabolism responded to iron and Fur directly or indirectly. 

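Of the genes of the TCA cycle and glycolysis that lie in directly controlled units, gpmA (AA953_RS09825, 1990718 to 1991470), encoding phosphoglycerate mutase, changed most. With iron it was expressed at 597 ± 37.1 CPM in NCM3722 and 2735 ± 253 CPM in CY405 (SD, n = 3 each), a log2 fold change of -2.19 (standard error 0.12, adjusted p = 6.83e-07). It was also called without iron, at -2.01 (adjusted p = 0.00445), although its adjusted p rose above 0.01 in 4 of 14 alternatives, up to 0.0426 with 1 library left out. The malate:quinone oxidoreductase gene mqo (AA953_RS17720, 3545011 to 3546657) was at 8.92 ± 3.54 CPM in NCM3722 and 29.5 ± 5.13 CPM in CY405 with iron (log2 fold change -1.72, standard error 0.27, adjusted p = 0.00121). The malate dehydrogenase gene mdh (AA953_RS23000, 4632381 to 4633319) had a smaller log2 fold change of -0.62 (standard error 0.12, adjusted p = 0.00530), which was not called in 6 of 14 alternatives, 5 of them with 1 library left out (adjusted p 0.00385 to 0.0345). The succinate dehydrogenase gene sdhB (AA953_RS09655, 1961564 to 1962280) changed by 0.72 (standard error 0.12, adjusted p = 0.00193), not called in the fit of all 12 libraries or without CY405 with iron replicate 1 or 2. Its neighbour sdhA (AA953_RS09650, 1959782 to 1961548) changed by 0.40 (standard error 0.11, adjusted p = 0.0315) and was not called; DESeq2 gave an adjusted p of 0.0161.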

Five of the six Fur regulon genes (*mdh*, *mqo*, *gpmA*, *sdhA,* and *sdhB*) identified here functioning in carbon metabolism individually participated in the TCA cycle and the glycolysis (Figure 6A, Supplementary Table S5). The direct regulation of Fur on *mdh* and *mqo* was newly identified in this work, and its regulation on the other three genes was consistent with that reported in the literature [2,3,21]. Interestingly, more DEGs under the indirect control of Fur were also identified, and these genes functioned in various carbon-metabolism-related pathways, including glycolysis, the TCA cycle, the glyoxylate shunt, and the pentose phosphate pathway (Figure 6A). 

We mapped these genes together with the genes functioning in enterobactin biosynthesis to their metabolic pathways (Figure 6B). As shown in the map, enterobactin biosynthesis tightly connected the upper part of glycolysis, the pentose phosphate pathway, and the pathway of the chorismate biosynthesis. Interestingly, DEGs involved in these processes all negatively responded to Fur directly or indirectly. 

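Of the 32 genes drawn in Figure 6A, all were tested with iron, all changed in the direction drawn and 22 were DEGs. Adjusted over the list alone, 29 passed, which is not independent evidence because the study chose the genes on these libraries, and DESeq2 called 24. All 7 enterobactin biosynthesis genes were DEGs, with a median log2 fold change of -4.65, from -4.90 to -4.20. The gene entF (AA953_RS08960, 1819231 to 1823112) was at 119 ± 40.3 CPM in NCM3722 and 3093 ± 196 CPM in CY405 (SD, n = 3 each; adjusted p = 1.08e-06 from edgeR's quasi-likelihood test). In chorismate biosynthesis, aroF (AA953_RS19775, 3980760 to 3981830) changed by -1.19 (adjusted p = 0.000382) and aroL (AA953_RS07930, 1612678 to 1613202) by -0.42 (adjusted p = 0.0280, not called). Of the 9 genes of glycolysis, 4 were called, with a median of -0.47, and of the 3 of the pentose phosphate pathway, 1 was called, with a median of -0.46. Without iron the direction was kept in 32 of 32 genes and 1, gpmA, was called; 8 passed when adjusted over the list alone and 8 with DESeq2. The median of the enterobactin genes was -1.41 there, and 0 of the 7 were called, with 6 at an unadjusted p under 0.05.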

Since enterobactin biosynthesis needed the carbon skeletons generated in these carbon metabolism pathways, it was reasonable that these genes responded to Fur in an orchestral way. The mechanisms of the genes under the indirect regulation of Fur still needed to be discovered. 

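The 3 genes that form oxaloacetate and citrate in the TCA cycle, mqo, mdh and gltA, were lower in NCM3722 than in CY405 with iron, with a median log2 fold change of -1.01, and all 3 were DEGs. Citrate synthase gene gltA (AA953_RS09630, 1957060 to 1958343) was at 2857 ± 308 CPM in NCM3722 and 5761 ± 373 CPM in CY405 (SD, n = 3 each; adjusted p = 0.000218 from edgeR's quasi-likelihood test). The 6 genes drawn downstream of citrate in Figure 6A were higher in NCM3722, with a median of 0.77 and 4 called. The genes sucA, sucB, sucC and sucD, not drawn there, had log2 fold changes of -0.39, -0.40, -0.41 and -0.31 (adjusted p = 0.194, 0.442, 0.197 and 0.217). Of the 6 drawn, the fumarase gene fumA (AA953_RS14690, 2940205 to 2941851) changed most, by 1.65 (standard error 0.11, adjusted p = 1.75e-06). Aconitase gene acnA (AA953_RS12920, 2587969 to 2590644) changed by 0.81 (adjusted p = 0.00631), and it was not called in 6 of 14 alternatives, with an adjusted p between 0.000273 and 0.0395 when 1 library was left out. Both genes of the glyoxylate shunt, aceA and aceB, were called, with a median of 1.24. Without iron the median was -0.91 for the genes that form oxaloacetate and citrate. It was 0.90 for the 6 drawn downstream of citrate and 1.17 for the glyoxylate shunt. With edgeR 0 of these genes were called there. DESeq2 called 1 of 3, 1 of 6 and 2 of 2, in that order. The number with an unadjusted p under 0.05 was 3 of 3, 5 of 6 and 2 of 2, in that order.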

We also observed asynchronous responses of DEGs identified in the TCA cycle to Fur regulation (Figure 6B). It seemed that when iron was deficient, Fur was inactivated, and the increased expression of *mqo*, *mdh*, and *gltA* possibly resulted in the high flux of citrate generation, whereas the decreased expression of other genes functioning downstream of citrate in the TCA cycle possibly caused the further accumulation of citrate. Given that citrate was a putative iron-chelating agent [32,33], citrate accumulation would also help the bacteria to alleviate the iron deficiency condition.

### 2.6. Fur Activates Anaerobic Respiration but Represses Aerobic Respiration

We found that two genes related to respiration could be controlled by Fur directly (Figure 7A, Supplementary Table S5). 

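With iron, hybO (AA953_RS21805, 4395393 to 4396511), encoding the small subunit of a hydrogenase, was expressed at 10.3 ± 1.29 CPM in NCM3722 and 3.75 ± 0.500 CPM in CY405 (SD, n = 3 each), a log2 fold change of 1.45 (standard error 0.23, adjusted p = 0.00147 from edgeR's quasi-likelihood test). The change of hybO with iron was not called in the fit of all 12 libraries. Without iron, NCM3722 replicate 1 stood at 71.8 CPM against 13.3 and 10.1 in the other replicates. The log2 fold change of 2.63 (adjusted p = 0.188), which DESeq2 called, became 1.16 without that library. The gene dmsB (AA953_RS10900, 2196570 to 2197187) was expressed close to the floor, at 3.18 ± 0.671 CPM in NCM3722 and 0.801 ± 0.434 CPM in CY405 with iron. Its log2 fold change was 1.95 (standard error 0.45, adjusted p = 0.0139), not called, and DESeq2 gave an adjusted p of 0.0186. It was called with the gene length trend removed, an alternative chosen after seeing the data. The first gene of its operon, dmsA (AA953_RS10895, 2194115 to 2196559), changed by 1.24 (standard error 0.28, adjusted p = 0.0139; DESeq2 adjusted p = 0.00485).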

One was *hybO*, which was also reported as a Fur regulon gene [2,3]. The other one was *dmsB*, which was newly identified in this work. Although *dmsB* was within the *dmsABC* operon, which was under the indirect regulation of Fur via RyhB, given the strong binding peak of Fur identified in the upstream of *dmsB* (Supplementary Table S5), *dmsB* could have its individual promoter and be controlled by Fur directly. Further proofs were required to support this point. 

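With iron, all 13 genes of nuoABCEFGHIJKLMN were higher in NCM3722 than in CY405, with log2 fold changes from 0.45 to 1.02 and 7 DEGs; DESeq2 called 9, and all 13 had an unadjusted p under 0.05. The first gene, nuoA (AA953_RS18135, 3644532 to 3644975), was at 555 ± 48.8 CPM in NCM3722 and 306 ± 12.9 CPM in CY405 (SD, n = 3 each; adjusted p = 0.000283 from edgeR's quasi-likelihood test). All 4 genes of frdABCD were DEGs, between 1.08 and 1.81, with frdA (AA953_RS04645, 957940 to 959748) at 1.18 (standard error 0.13, adjusted p = 0.000133). All 5 genes of cyoABCDE were lower in NCM3722, between -0.83 and -0.52. Of these, cyoA (AA953_RS08155, 1656936 to 1657883) was called (-0.52, standard error 0.11, adjusted p = 0.00787), though not in 7 of 14 alternatives (adjusted p up to 0.0492 with 1 library left out); DESeq2 called 3. Without NCM3722 with iron replicate 1, all 5 were called with edgeR and, in a fit added after seeing the data, with DESeq2. For nuoABCEFGHIJKLMN the fits that left out 1 library called from 1 gene, without NCM3722 with iron replicate 2 or CY405 with iron replicate 1, to 10 without NCM3722 with iron replicate 3. Of the 25 genes drawn in Figure 7A, 15 were DEGs with iron, 24 passed when adjusted over the list alone, which the study chose on these libraries, and DESeq2 called 21. The count fell to 7 without NCM3722 with iron replicate 2 or CY405 with iron replicate 1, and to 9 without CY405 with iron replicate 2. Without iron 0 of the 25 were called, 19 had an unadjusted p under 0.05, 11 passed when adjusted over the list alone and DESeq2 called 7.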

We also identified that more than 20 genes functioning in respiration were differentially expressed in the conditions of Fur wild-type versus Fur knockout (Figure 7A), including the entire operons of *nuoABCEFGHIJKLMN* encoding NDH-1, *frdABCD* encoding fumarate reductase, and *cyoABCDE* encoding ubiquinol oxidase. Fur was reported to bind to the promoter region of *cyoA* [20]. However, this binding peak was not identified in this study, possibly because of the uncontrolled variation in experiments. As a supplement, we applied EMSA to study the possible binding of Fur to some of the promoters (Figure 7B). We observed that Fur respectively bound to the promoters of *nuoA* and *frdA*, suggesting a direct control of Fur over these promoters. Additionally, as identified here (Supplementary Table S5) and as previously reported [3], *narZY* encoding nitrate reductase participating in anaerobic respiration belongs to the *narUZY* operon and was under the direct control of Fur. Therefore, the bulk of these differentially expressed genes functioning in respiration was controlled by Fur directly. 

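With iron, narZ (AA953_RS13940, 2790988 to 2794728) was at 34.0 ± 1.81 CPM in NCM3722 and 14.9 ± 2.44 CPM in CY405 (SD, n = 3 each), a log2 fold change of 1.20 (standard error 0.17, adjusted p = 0.000619 from edgeR's quasi-likelihood test). The first gene, narU (AA953_RS13945, 2794810 to 2796198), changed by 0.89 (standard error 0.20, adjusted p = 0.0129) and narY (AA953_RS13935, 2789447 to 2790991) by 1.04 (standard error 0.27, adjusted p = 0.0276). Neither was called, and DESeq2 gave adjusted p values of 0.0165 and 0.0180. The value of narY was called (1.40) without CY405 with iron replicate 3. Without iron the log2 fold changes of the 3 genes lay between 0.97 and 1.34, each with an unadjusted p under 0.05. None was called there with edgeR, and DESeq2 called 1.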

We mapped these genes in the electron transfer chains, and an interesting phenomenon appeared (Figure 7C,D). 

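The paper assigns 20 genes of Figure 7A to anaerobic respiration, among them genes of nuoABCEFGHIJKLMN, and 5 to aerobic respiration. This grouping was taken over and not tested. The 20 all had higher expression in NCM3722 than in CY405 with iron, with a median log2 fold change of 0.98, and 13 were DEGs (17 with DESeq2). The 5 assigned to aerobic respiration, cyoA, cyoB, cyoC, cyoE and poxB, all had lower expression, with a median of -0.62, and 2 were DEGs, cyoA and poxB (4 with DESeq2). The pyruvate oxidase gene poxB (AA953_RS10765, 2161710 to 2163428) was at 155 ± 2.09 CPM in NCM3722 and 242 ± 34.0 CPM in CY405 (SD, n = 3 each; adjusted p = 0.00515 from edgeR's quasi-likelihood test). The gene ndh (AA953_RS12025, 2419422 to 2420726), which encodes NDH-2 and is not drawn there, changed by -0.26 (standard error 0.18, adjusted p = 0.422). Without iron the medians were 1.04 for the anaerobic and -0.38 for the aerobic genes, in the same direction for all 25. Of these, 18 of the 20 anaerobic and 1 of the 5 aerobic genes had an unadjusted p under 0.05.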

We found that Fur activated the expression of genes functioning in anaerobic respiration (Figure 7C) but repressed the expression of genes functioning in aerobic respiration (Figure 7D). Therefore, Fur could take an important role in the regulation of respiration to coordinate iron metabolism. 

### 2.7. Fur Activates the Expression of Motility Genes

The final group of genes that attracted our eyes was mobility-related genes. More than 40 motility genes in the entire hierarchy of flagellar cascade (class I, class II, and class III) [34] responded to Fur (Figure 8A), accounting for nearly 10% of all the DEGs identified (Figure 1E,F). 

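All 41 genes drawn in Figure 8A were tested with iron, all were higher in NCM3722 than in CY405 and 37 were DEGs. Adjusted over the list alone all 41 passed, which is not independent evidence because the study chose the genes on these libraries, and DESeq2 called 40. The median log2 fold change was 2.78, or 2.68 with flgC and fliN, whose CY405 libraries with iron all held 3 counts or fewer, set to their lower bounds. By class, 1 of 1 gene of class I, 28 of 30 of class II and 8 of 10 of class III were DEGs, with medians of 0.78, 2.78 and 2.54. The sigma factor gene fliA (AA953_RS16335, 3260953 to 3261672) was at 30.9 ± 6.08 CPM in NCM3722 and 2.97 ± 0.896 CPM in CY405 (SD, n = 3 each; log2 fold change 3.38, adjusted p = 6.63e-06 from edgeR's quasi-likelihood test). The flagellin gene fliC (AA953_RS16340, 3261993 to 3263489) changed by 3.24 (standard error 0.17, adjusted p = 5.34e-07). Without iron all 41 genes were again higher in NCM3722, with a median of 2.28, and 11 were called (40 adjusted over the list alone, 32 with DESeq2). With at least 10 counts required in every library, 18 genes were called with iron, since weakly expressed genes were not tested.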

Although we could find the most systematic response of the motility genes to Fur regulation, this finding was not surprising because Fur has been identified to bind to the promoter region of *flhDC* in *E. coli* K-12 strains [20], and the genes of the *flhDC* operon encode the master activator of flagellum biosynthesis in *E. coli*. Thus, Fur could regulate the expression of the motility genes indirectly through its direct control of the *flhDC* operon. Indeed, we also observed a visible binding peak of Fur in the promoter region of *flhDC* (Supplementary Figure S1). However, this binding peak was not identified as significant, possibly because this weak binding peak was masked by other strong binding peaks in our ChIP-seq analysis. 

Interestingly, we noted that there were discrepancies in the reported regulatory mode of Fur on motility genes in various *E. coli* strains. In a uropathogenic *E. coli* strain, Fur repressed its motility via its direct regulation of flhD [35]. However, in another avian pathogenic *E. coli* strain, Fur activated its motility [36]. Here, we found that the motility genes positively responded to Fur (Figure 8A and Supplementary Figure S2), whereas the documented regulatory mode of Fur on *flhDC* in *E. coli* K-12 strains was repression [22]. To substantiate this finding, we studied the motility of both the Fur-knockout and wild-type strains. Indeed, the swimming ability of the Fur-knockout strain was largely impaired, not only on the soft agar plates (Figure 8B,C) but also in the liquid medium (Figure 8D,E). In parallel, no flagella were observed in the Fur-knockout strain (Figure 8F). This evidence supported that Fur activated the flagellum biosynthesis by activating the expression of *flhDC* when iron was replete in the *E. coli* K-12 strain of NCM3722 that used in this study. 

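In the libraries with iron, flhC (AA953_RS16170, 3231939 to 3232517) was at 144 ± 17.9 CPM in NCM3722 and 84.2 ± 9.77 CPM in CY405 (SD, n = 3 each), a log2 fold change of 0.78 (standard error 0.13, adjusted p = 0.00237 from edgeR's quasi-likelihood test). It was not called with a replicate block or without CY405 with iron replicate 1 or 3 (adjusted p up to 0.0177). The other gene of the operon, flhD (AA953_RS16175, 3232520 to 3232870), was at 120.4 ± 24.4 and 94.5 ± 7.48 CPM, a log2 fold change of 0.35 (standard error 0.15, adjusted p = 0.169). Without iron the log2 fold changes were 0.50 for flhC (adjusted p = 0.209) and 0.52 for flhD (adjusted p = 0.199). These libraries came from NCM3722 and CY405, not from the strains with a repaired fliC used in the swimming assays.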

Given the discrepancies in the reported regulatory mode of Fur on motility genes in pathogenic *E. coli* strains, in order to further clarify the regulatory effect of Fur on motility in *E. coli* K-12 strains, we studied the possible regulation of Fur on motility in another widely used *E. coli* K12 strain, MG1655. To our surprise, we found that Fur showed no significant regulation on its motility (Supplementary Figure S3A,B), neither on the expression of *flhDC* nor on other flagella genes (Supplementary Figure S3C). We noted that the promoter sequences of *flhDC* covering the binding site of Fur in both strains of NCM3722 and MG1655 were identical, but the transposons of insertion sequences inserted upstream of the promoter of *flhDC* in MG1655 and NCM3722 were different [37] (Supplementary Figure S3D). The varied insertion sequences could account for the difference of the Fur regulation in the two strains. As reported and also identified in this work, the IS1 insertion in MG1655 resulted in the high expression of FlhDC and a hyper-motile phenotype [38,39,40] (Supplementary Figure S3A,B). Given the highly expressed basal level of FlhDC, it was not surprising that the regulatory effect of Fur on *flhDC* was not significant in MG1655. However, in the case of NCM3722 derivatives, the expression level of FlhDC would be very low since its motile speed of the fur-knockout strain (Figure 8B) on the soft agar plates (0.11 mm/h) was much lower than that of the fur-knockout strain derived from MG1655 (2.43 mm/h) (Supplementary Figure S3B). Consequently, the positive regulation of Fur on FlhDC appeared to be significant in the NCM3722 background since its basal expression level of *flhDC* was low. Therefore, this evidence suggested that the regulatory effect of Fur on the motility of *E. coli* strains was unique to a particular strain, which needed to be studied in a case-by-case context.

Additionally, since our ChIP-seq identified that Fur bound to the promoter regions of two motility-related genes (*ycgR* and *flgL*) (Supplementary Table S5), and Fur was also reported to bind to the promoter region of *fliE*, *fliF,* and *fliM* [3], Fur could also directly control the expression of some of the motility genes.

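With iron, ycgR (AA953_RS12465, 2497130 to 2497864) was at 21.3 ± 3.79 CPM in NCM3722 and 7.12 ± 1.24 CPM in CY405 (SD, n = 3 each), a log2 fold change of 1.58 (standard error 0.21, adjusted p = 0.000432 from edgeR's quasi-likelihood test). Without iron it was 1.48 (standard error 0.30, adjusted p = 0.0497), called in 2 of 14 alternatives, DESeq2 and the edgeR fit of all 12 libraries. For flgL (AA953_RS11895, 2393370 to 2394323) the log2 fold change was 1.77 with iron (adjusted p = 1.08e-05) and 1.61 without iron (adjusted p = 0.00777). The call without iron was lost in 8 of 14 alternatives, with an adjusted p up to 0.0464 when 1 library was left out. The genes fliE, fliF and fliM had log2 fold changes of 2.26, 3.71 and 2.89 with iron (adjusted p = 0.0131, 4.57e-07 and 0.000142), and fliE was not called.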

## 3. Discussion

In this work, we re-investigated the regulatory roles of iron and Fur in an *E. coli* K-12 strain systematically. In this process, we discovered several intriguing features of Fur regulation. 

We extended the Fur regulon greatly with the newly identified Fur-controlled transcriptional units (Figure 2F, Supplementary Table S5). Note that we have identified several hundreds of Fur-binding sites in the promoter regions (Figure 2A,C). However, consistent with previous findings [3], many of the downstream genes controlled by these Fur-bound promoters did not respond to Fur. 

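The 377 upstream peaks of Table S4 name 375 genes, of which 366 were found in the files and 339 were tested in at least 1 comparison of NCM3722 with CY405. Of these, 54 were DEGs in either comparison, or 15.9%, and DESeq2 called 61. Among the 3767 tested genes that these peaks do not name, 307 were DEGs, or 8.15%. The odds ratio was 2.13 (two-sided Fisher's exact test, p = 8.07e-06), and genes of an operon are not independent. Of the first genes of Table S5, 64 were DEGs in either comparison, more than these 54. Some genes of directly controlled units were therefore counted among the 307, and the shares hold only for the genes as named in Table S4. The peaks of the called genes had a median fold enrichment of 1.64 and those of the others 1.29. The median absolute log2 fold change with iron was 0.229 over the genes that the peaks name and 0.211 over the other tested genes.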

Given the fact that many promoters are under coordinated control of various regulators [25,41], it was very possible that the regulations of Fur could be hampered by other regulators, and Fur regulation would emerge in some specific conditions. As a result, these promoters bound by Fur could control putative Fur regulon genes, and we will not be surprised if more Fur regulon genes are validated in the future.

We noted that genes responding to Fur (Figure 1) and Fur-binding peaks were still detected, even in the condition of no iron supplied in the growth medium (Figure 2). This finding seems to suggest that iron depletion is not sufficient to fully abrogate the iron-dependent activity of Fur and/or that several genes are regulated by *apo*-Fur [2]. However, we are unable to ensure that the medium without iron supplied rendered an absolutely iron-depleted condition since traces of iron contained in other chemical components of the medium were unavoidable. 

Intriguingly, we ascertained that there were significant discrepancies between the regulations of Fur on the genes under its repression and activation. These discrepancies were identified in the aspects of the Fur-binding strength (Figure 4B), the consensus sequence of Fur-binding sites (Figure 4C,D), and the sensitivity of genes to iron or Fur regulation (Figure 4F,G). This finding could explain why, in many cases, Fur was easily identified as a repressor given the overall lower sensitivity of Fur-activated genes to iron and Fur regulation as compared to genes under its repression. 

With the newly extended Fur regulon, we could better understand the regulatory roles of Fur comprehensively. Besides its well-known roles in maintaining iron metabolism, iron or Fur controlled more numbers of fundamental processes (Figure 5) than reported [2,3]. Our interests were focused on the systemic regulation of Fur on genes functioning in carbon metabolism, respiration, and motility.

We identified that Fur coordinated iron and carbon metabolism. Since only a small number of genes functioning in carbon metabolism were identified to be controlled by Fur directly, including *gpmA* [2,21] in glycolysis and *sdhABCD*-*sucABCD* [3] in the TCA cycle, the joint regulation of Fur on iron and carbon metabolism was not studied systematically. In this work, owing to the high quality of the RNA-seq and ChIP-seq data obtained, we found that many genes functioning in carbon metabolism pathways responded to Fur directly or indirectly (Figure 6A). By mapping all of these genes instead of only genes that were directly controlled by Fur to the pathways together (Figure 6B), we were able to uncover the possible reasons for the close link between carbon and iron metabolism in a new dimension. Given the orchestral responses of the enterobactin biosynthesis genes and these carbon metabolism genes, one possible reason for this connection was that Fur coordinated iron and carbon metabolism to synthesize enterobactin in order to assimilate iron. Given the asynchronous responses of genes in the TCA cycle to Fur regulation (Figure 6B), a final accumulation of citrate, a putative iron-chelating agent [32,33], would be expected when iron was deficient and Fur was inactivated. As a result, Fur appeared to control carbon metabolism to help the cells to assimilate iron when iron was absent. However, the molecular mechanisms of the genes in these processes under the indirect regulation of Fur need to be explored. Moreover, the small RNA of RyhB could be a first candidate to study [3,42,43].

We identified that Fur would be an important regulator controlling respiration. Interestingly, Fur inhibited genes involved in aerobic respiration but activated genes involved in anaerobic respiration, with the bulk of these genes under the direct control of Fur (Figure 7). To our knowledge, few reports have identified the direct regulatory effect of Fur on both anaerobic and aerobic respiration genes in one study, which could be the possible reasons why the regulation of Fur on respiration was overlooked previously. Why would Fur prefer anaerobic respiration? We note that ROS are generated as by-products of aerobic respiration [4,9], and ROS will oxidize the Fur cofactor of Fe^2+^ into Fe^3+^, resulting in the inactivation of Fur. This predication is further supported by the observation that a lower amount of Fe^2+^ was detected during aerobic growth as compared to that in anaerobic growth [44]. Thus, Fur would benefit itself by inhibiting aerobic respiration but activating anaerobic respiration to maintain its own activity. 

Our evidence (Figure 8, Supplementary Figure S2) indicated a close link between iron metabolism and bacterial motility. However, given the inconsistent results that we obtained on the two non-pathogenic *E. coli* strains (Figure 8, Supplementary Figure S3) and the discrepancies in the regulatory mode of Fur on motility genes in pathogenic bacteria reported [35,36,45], we suggested that the regulation of Fur on bacteria motility was unique to a particular strain. The proposed reason could be that the promoter region of *flhDC* is a hot spot for transposon insertion [34,38], and the inserted transposon could complicate Fur regulation on this promoter in various genetic backgrounds accordingly. Moreover, motility affected the virulence of pathogenic bacteria [46,47]. Thus, Fur could be a putative target in drug design, but this strategy needs to be considered in a manner personalized to a unique pathogen. 

In summary, we deciphered iron and Fur regulation in *E. coli* comprehensively in this work. These findings help us to better understand the regulatory mechanisms of the physiology of *E. coli* that is applied systemically when it faces variation in iron content.

## 4. Materials and Methods

### 4.1. Construction of Bacterial Strains

The strains that were used in this study are listed in Supplementary Table S10. Derivatives of the wild-type *E. coli* K-12 strains NCM3722 [48] and MG1655 were all constructed by the *λ*-Red system [49]. Strain NCM3722 and its *fur*-deficient derivative strain CY405 were used in the transcriptome study. Strain CY1099 was the *fur*-6×his tagged derivative of NCM3722 and was used in the ChIP-seq study. Since NCM3722 was non-motile due to the mutation in the flagella structural protein FliC [37], the *fliC* fixed wild-type strain CY508 [34] and its *fur*-deficient derivative CY856 were used in the motility assay. Similarly, MG1655 and its *fur*-deficient derivative CY856 were also used in the motility assay. 

### 4.2. RNA-seq Assay and Analysis of Transcriptome Data

Strains were grown in the N^-^C^-^ minimal medium [48] with 20 mM NH_4_Cl as the nitrogen source and 20 mM sorbitol as the carbon source. Since we had previously identified that Fur regulon genes strongly responded to sorbitol [25], sorbitol was applied as the sole carbon source in order to better characterize the Fur regulon. When necessary, 1 mg/L ammonium iron citrate was supplied in the medium. All growths were carried out in three steps in a 37 °C water bath shaker as described previously [48]. Samples were collected at mid-exponential phase with OD_600_ ~0.4 to extract total RNA. Total RNA extraction and RNA-seq assay were performed as described previously (Li et al., 2018) [24]. In brief, cells were quenched with pre-cooled quenching buffer (60% Methanol, 70 mM HEPES) and collected via centrifugation. Cell pellets were resuspended in 100 μL lysis buffer [10% glucose, 12.5 mM Tris (pH 7.6), 10 mM EDTA (pH 8.0), 200 U mL^−1^ RNase inhibitor (Applied Biosystems, Waltham, MA, USA) and 40 mg mL^−1^ lysozyme (Sangon, Shanghai, China)] and treated for 3–5 min at RT. Then, 1 mL RNAiso Plus (Takara, Dalian, China) was added, followed by twice extraction with chloroform. The supernatant was then treated in 80% ethanol and purified by the PureLink miRNA Isolation Kit (Invitrogen, Waltham, MA, USA). The RNA that was eluted was further treated with Turbo DNase (Ambion, Waltham, MA, USA), then quantified and qualified by the NanoDrop 2000 (Thermo, Waltham, MA, USA) and 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Strand-specific RNA sequencing was then performed. Ribosomal RNA was removed with the Ribo-Zero rRNA Removal Kit (Bacteria; epicentre). Then, mRNA was sheared to short fragments by adding fragmentation buffer, and first-strand cDNA was synthesized with random hexamer and reverse transcriptase. The second-strand cDNA was synthesized by adding GEX second-strand buffer, dNTP mix, RNase H, and DNA polymerase I. The fragments of cDNA were then purified and followed by end-reparation by using T4 DNA polymerase and Klenow DNA polymerase. Fragments were adenylated at their 3′ ends and ligated with sequencing adapters by T4 DNA ligase. Second-strand cDNA was degraded by the UNG enzyme and purified. Templates of cDNA with adapters were next enriched by PCR amplification and purification. The library was sequenced by using Illumina HiSeq 2000, PE125. Raw reads were filtered, and adaptors were trimmed. Clean reads were mapped to the NCM3722 genome (NCBI accession number for chromosome: CP011495.1, for plasmid F: CP011496.1) by using Bowtie2. The RPKM (reads per kilo bases per million mapped reads) method [50] was used to calculate the expression of each gene. Three independent total RNA extractions and transcriptome analyses by RNA-seq were performed for each condition. DEGs between the compared conditions were characterized by DEseq2 [51] with an adjusted *p*-value (*q*-value) < 0.01.

### 4.3. ChIP-seq Assay and Analysis of ChIP-seq Data

ChIP-seq assays were performed according to the method described previously [52]. Briefly, CY1099 were grown in the same medium with or without ammonium iron citrate (1 mg/L) as that used in the RNA-seq assay. Then, 40 mL of culture in the mid-exponential phase was cross-linked with 1.1 mL formaldehyde (37%) for 20 min at room temperature and quenched by the addition of glycine at a final concentration of 137 mM. The samples were centrifuged and washed twice in cold PBS buffer. Chromatins were sonicated to obtain soluble sheared chromatin with an average DNA length of 200–500 bp. Then, 100 μL chromatin was precipitated by Anti-6×His tag antibody (Abcam ab9108) at 4 °C overnight, and 20 μL chromatin was stored at −20 °C to save as the control of input DNA. The next day, 30 μL of protein G beads was added, and the samples were further incubated for 3 h. The beads were next washed once with buffer containing 20 mM Tris/HCl (pH 8.1), 50 mM NaCl, 2 mM EDTA, 1% Triton X-100, and 0.1% SDS; twice with buffer containing 10 mM Tris/HCl (pH 8.1), 250 mM LiCl, 1 mM EDTA, 1% NP-40, and 1% deoxycholic acid; and twice with TE buffer (10 mM Tris-HCl at pH 7.5, 1 mM EDTA). Precipitated DNA was then eluted by 300 μL of elution buffer (100 mM NaHCO_3_, 1% SDS); then, the DNA was treated with RNase A (8 μg/mL) at 65 °C and with proteinase K (345 μg/mL) at 45 °C. Sequencing libraries were constructed following the protocol provided by the INEXTFLEX^®^ ChIP-Seq Library Prep Kit for Illumina^®^ Sequencing (NOVA-514120, Bioo Scientific, Austin, TX, USA) and sequenced on Illumina Xten with the PE 150 method. To analyze the sequencing data, Trimmomatic (version 0.38) was used to filter out low-quality reads [53]. Clean reads were mapped to the *E. coli* NCM3722 genome by Bwa (version 0.7.15) [54]. Samtools (version 1.3.1) was used to remove potential PCR duplicates [55]. MACS2 software (version 2.1.1.20160309) was used to call peaks by default parameters with *p*-value < 0.05 [56]. Input DNA was used as a control to model the background noise. The parameter of fold enrichment of the peak indicated the strength of the ChIP-seq signal [3,27,28]. When a binding peak was identified in the conditions both with or without iron supplied, the averaged value of fold enrichment of the peak was documented.

### 4.4. Overexpression and Purification of Fur

Procedures of overexpression and purification of His-tagged Fur were performed as described previously [25]. In brief, the strain of CY668 [25] for the overexpression of His-tagged Fur were cultured in LB broth with kanamycin at 37 °C to the log phase (OD_600_ ~ 0.6). Subsequently, with the addition of 1 mM IPTG, cells were kept growing at 28 °C overnight and harvested by centrifuge. Then, purification of His-tagged Fur protein was performed following the instruction of Capturem His-tagged Purification Miniprep Kit (Clontech, Mountain View, CA, USA). The concentration and purity of the protein were respectively determined via Bradford assay and Coomassie stains of SDS-PAGE gels. Proteins with purity greater than 95% were obtained for the following EMSA assay.

### 4.5. EMSA of Fur

The promoter region of each target gene was PCR amplified by using the primers listed in Supplementary Table S11 and purified to serve as a probe in EMSA. The DNA-binding reaction was set up as follows: 0.25 pmol DNA, 0–72 pmol Fur proteins in binding buffer (20 mM BisTris/borate (pH 7.0), 40 mM KCl, 1 mM MgCl_2_, 200 μM CoCl_2_, and 5% glycerol). The reaction mix was incubated at 37 °C for 15 min and separated on a 5% native polyacrylamide gel at 220 V for 40 min. After electrophoresis, the gel was stained by Gelview (EP1502, Bioteke Corporation, Beijing, China) and visualized by Gel Doc XR+ (Bio-Rad, Hercules, CA, USA). At least two independent repeats were performed for each target. 

### 4.6. Real Time Quantitative PCR (RT-qPCR)

Strains were grown in LB medium to the mid-exponential phase, and the total RNA were extracted as described previously [25]. The cDNA templates were synthesized following the instruction of a PrimeScript RT reagent Kit with gDNA Eraser (Takara). RT-qPCR assays were performed on the qTOWER real-time PCR thermocycler (Analytik Jena, Jena, Germany). The primers that were used are listed in Supplementary Table S12. The expression level of *flhD*, *flhC*, *fliC*, *flgD*, *pdeH*, *fliA,* and *flgA* was individually normalized to the expression level of *polA,* which served as the reference gene. The reaction mixture (20 μL) consisted of 10 μL SYBR Premix Ex Taq II (Tli RNaseH Plus) (Takara), 2 μL template of 10-fold diluted cDNA, 7 μL H_2_O, and 0.5 μL (10 μM) of each primer. No template controls (NTC) were run in parallel, and all reactions were run in triplicate. The relative expression was analyzed by using the ΔΔCt quantification method by qPCRsoft v3.2, where CT refers to the cycle threshold. Three independent experiments were performed.

### 4.7. Swimming Motility Assay on Soft Agar Plate

Mid-exponential phase cultures of strains grown in LB (1.0 μL) were incubated at 37 °C on soft LB agar plates [0.25% agar (Sigma-Aldrich, St. Louis, MO, USA)], and the diameters of swimming halos were measured during the process of incubation. Two independent experiments were performed.

### 4.8. Time-Lapse Microscopy and Trajectory Analysis of Single-Cell Motility

Bacterial strains were grown to mid-exponential phase and diluted to an OD_600_ of approximately 0.002 with a fresh culture medium in a 6-well microtiter plate (Polystyrene, tissue culture treated, flat bottom; Jet Bio-Filtration Co., Ltd., Guangzhou, China). The movement of bacterial cells and cell trajectories were respectively captured and analyzed as reported previously [34]. Data of trajectories including path length (μm) and duration [second (s)] were exported, and the motility speed of a single cell was calculated as the path length divided by the duration. Two independent experiments were performed.

### 4.9. Flagella Observation under Transmission Electron Microscope

Strains were grown to mid-exponential phase in LB medium and harvested by centrifugation at 4500 rpm. Cell pellets were washed with sterile double-distilled water (DDW) and resuspended in DDW to an OD_600_ of 1.0. Then, the flagella of bacterial strains were stained and observed under transmission electron microscope HITACH HT7700, as was described in a previous report [34]. Two independent experiments were performed.

### 4.10. Statistical Analysis

Unless specified, the statistical analysis applied in this work was performed by using the statistical tools in SigmaPlot software (version 12.5).

## Figures and Tables

**Figure 1:**
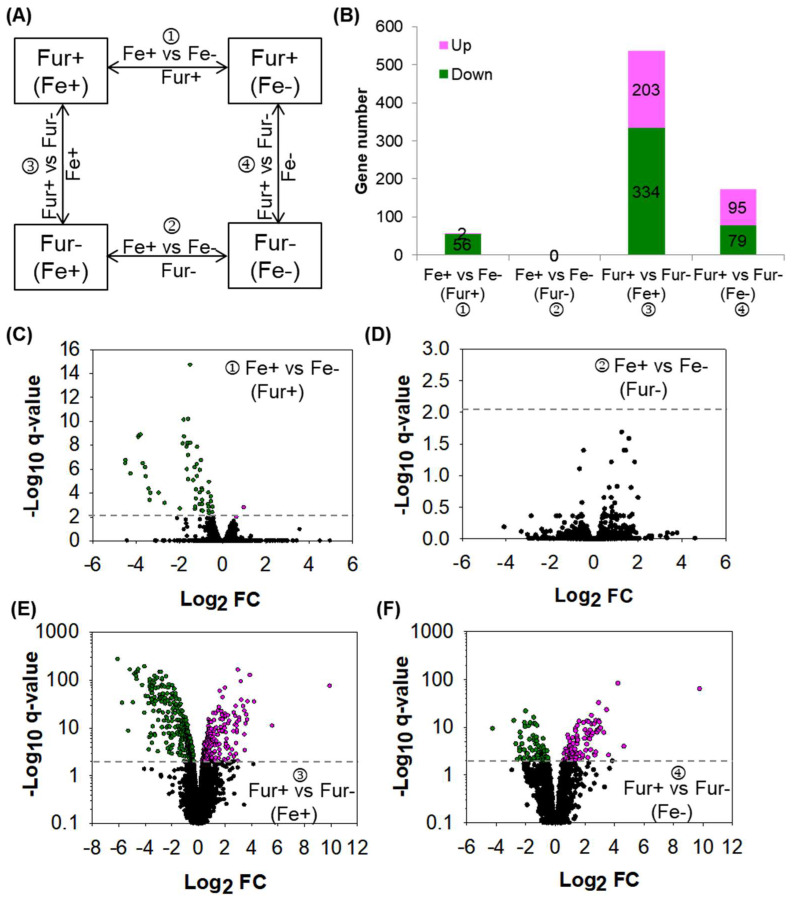
The DEGs identified between the Fur wild-type and knockout strains with or without iron supplied. (**A**) Experimental design of the four comparisons of transcriptomes. Fe+: with iron supplied in the medium; Fe−: without iron supplied in the medium; Fur+: Fur wild-type strain NCM3722; Fur−: Fur-knockout strain CY405. (**B**) The number of the DEGs identified in each of the four comparisons of transcriptomes. Up: up-expressed DEGs; Down: down-expressed DEGs. (**C**–**F**) Volcano map comparing the expression of genes in each of the four comparisons of transcriptomes. Horizontal lines point to *q*-value = 0.01. Pink dots indicate up-expressed DEGs. Green dots indicate down-expressed DEGs, and black dots indicate genes not differentially expressed (non-DEGs). (**C**,**D**) NCM3722 (**C**) or CY405 (**D**) grown in the medium with iron versus that without iron. (**E**,**F**) NCM3722 versus CY405 grown in the medium with (**E**) or without iron (**F**).

**Figure 2:**
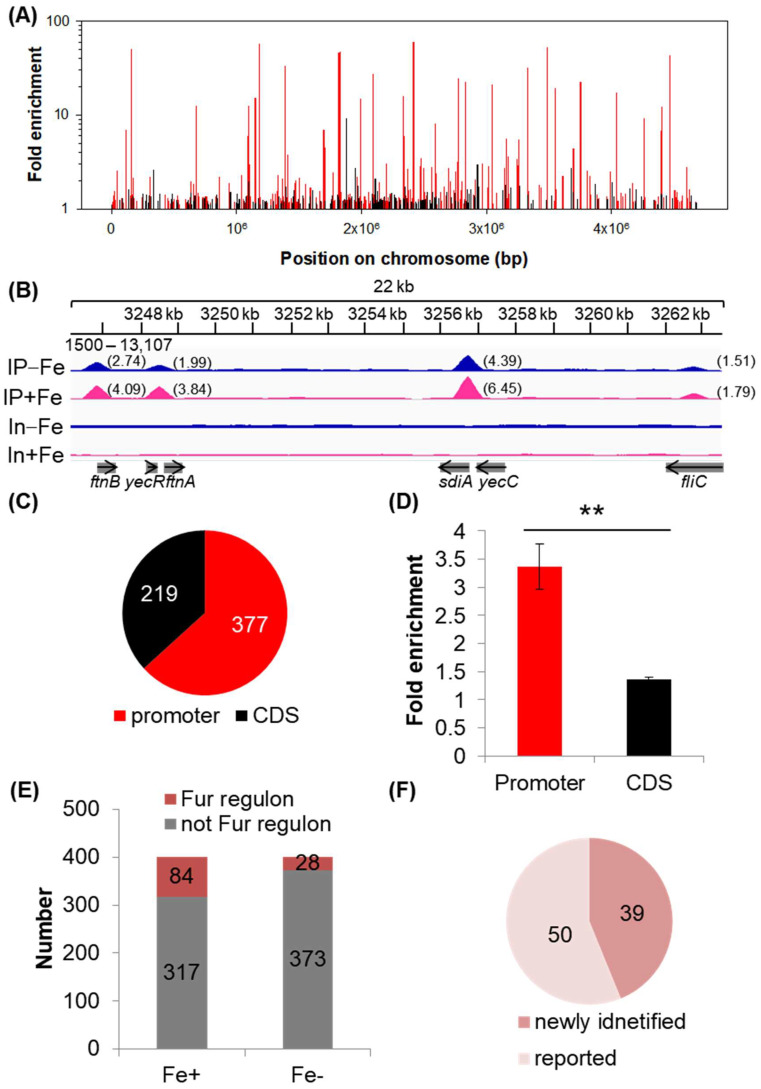
Identification of the Fur regulon by combined analysis of ChIP-seq and RNA-seq. (**A**) Distributions of the Fur-binding peaks identified in the genome. Red and black bars, respectively, represent peak signals identified in the promoter region (upstream of the start codon of a gene) and in the CDS region (coding sequence of a gene). The parameter of fold enrichment of the peak indicates the strength of the ChIP-seq signal. (**B**) Examples of enlarged peaks identified in the chromosome. This image shows a part of the Fur-binding profiles in the chromosome. IP−Fe/IP+Fe: ChIP-seq result in the growth condition without (IP−Fe) or with iron (IP+Fe); In−Fe/In+Fe: Input control result in the growth condition without (In−Fe) or with iron (In+Fe). ‘1500-13,107′ indicates the data range of the scale. Numbers in parentheses show values of fold enrichment of the peaks. (**C**) Peak numbers identified in the promoter region and in the CDS region. (**D**) Fold enrichment of the binding peaks. The fold enrichment of the binding peaks was expressed as the average ± SEM (*n* = 377 in promoter region; *n* = 219 in CDS region). ** indicates *p* ≤ 0.01 by Student’s *t*-test. (**E**) The number of the transcriptional units that were identified to be controlled by Fur directly out of the 401 transcriptional units bound by Fur. Fe+: with iron; Fe−: without iron. (**F**) The size of the Fur regulon identified combining the two conditions with or without iron.

**Figure 3:**
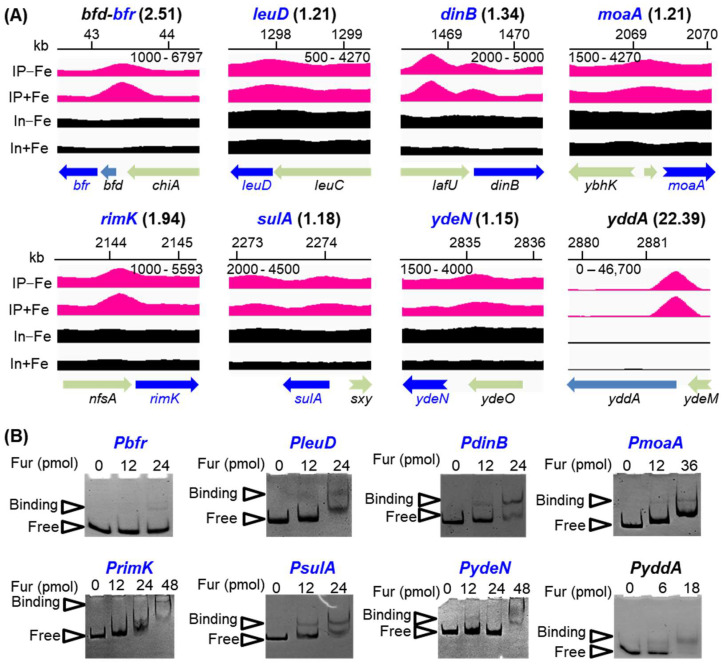
Binding peaks of Fur identified upstream of operons and validation of the peaks by EMSA. (**A**) IGV image of the Fur-binding peaks identified upstream of some operons on the chromosome. IP−Fe/In−Fe: ChIP-seq (IP−Fe) or input control (In−Fe) result in the growth condition without iron; IP+Fe/In+Fe: ChIP-seq (IP+Fe) or input control (In+Fe) result in the growth condition with iron. Numbers below the black line indicate the range of the peak scale. Arrow direction indicates gene direction, and arrow length indicates gene length. Swallowtail arrow means that only part of the gene is shown. Numbers in parentheses show values of fold enrichment of the peaks. (**B**) Validation of Fur-binding peaks via in vitro EMSA. Each promoter fragment was incubated with purified Fur protein, as described in the Materials and Methods. Free and binding probes were respectively indicated by triangles next to the image. In panels (**A**,**B**), Fur regulon genes newly identified in this work are shown in blue, and reported Fur regulon genes are shown in black.

**Figure 4:**
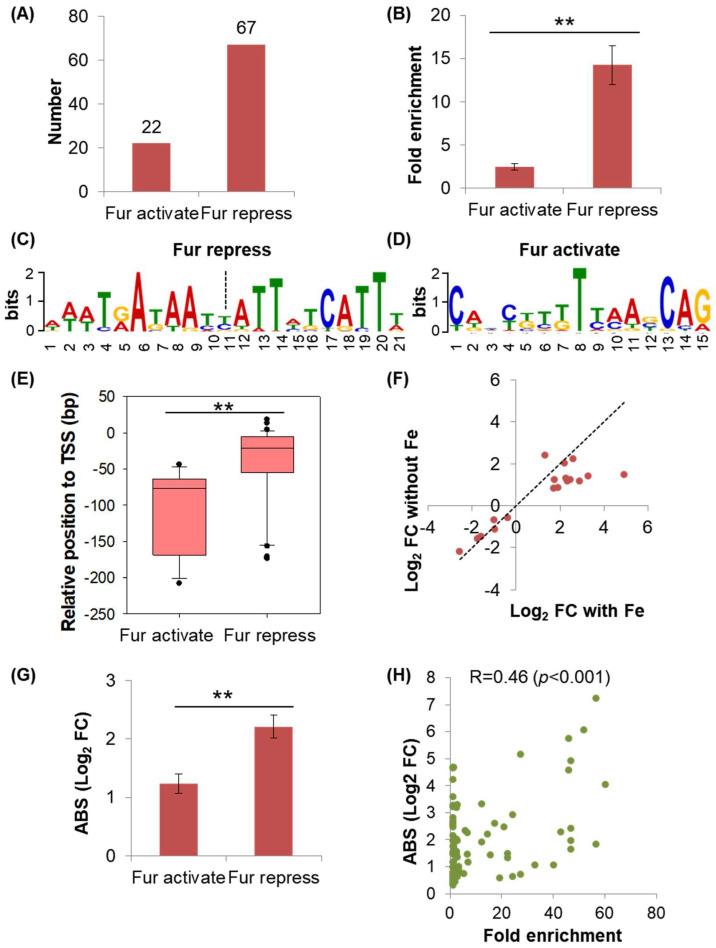
Characterization of the differences between the regulations of Fur on the genes under its repression and its activation. (**A**) Numbers of the transcriptional units directly repressed and activated by Fur. (**B**) Fold enrichment of the Fur-binding peaks identified in the transcriptional units repressed and activated by Fur. Similar to that shown in Figure 2D, the value in Supplementary Table S5 was expressed as the average ± SEM with *n* = 22 (activated by Fur) and *n* = 67 (repressed by Fur). ** indicates *p* ≤ 0.01 by Student’s *t*-test. (**C**,**D**) Logo of the consensus sequence of the Fur-binding sites in the promoter regions of Fur-repressed (**C**) and -activated genes (**D**). The logo was analyzed by the MEME Suite (http://meme-suite.org/) with E-value = 1.3 × 10^−57^ in (**C**) and E-value = 0.01 in (**D**). The dashed line points to the center of the consensus sequence in (**C**). (**E**) Comparing the positions of Fur-binding sites relative to TSS in the genes under its repression and its activation. The central positions of Fur-binding sites relative to TSS were plotted in a box diagram. TSS means transcriptional start site of a gene. See the data in Supplementary Tables S6 and S7. (**F**) Comparing the fold changes in DEGs identified in the conditions both without and with iron. The fold change in each gene obtained in the condition without iron was plotted against that with iron. The dashed line indicates y = x to guide the eye. See the data in Supplementary Table S8. (**G**) The absolute fold change in genes repressed and activated by Fur in the transcriptome comparison of NCM3722 versus CY105 in the growth condition with iron. The absolute value (ABS) of the fold change in the first gene in each directly Fur-controlled transcriptional unit was analyzed. The value shown was expressed as the average ± SEM with *n* = 20 (activated by Fur) and *n* = 64 (repressed by Fur). See the data in Supplemental Table S9. (**H**) The correlation between the fold change in the gene and the strength of Fur binding to its promoter. The absolute values (ABS) of the fold changes in the first gene in each Fur directly activated and repressed transcriptional unit in (**G**) were plotted against their corresponding binding strength of Fur identified by ChIP-seq in Supplementary Table S5. The correlation coefficient R and *p*-value of the linear regression were analyzed via SigmaPlot. In panels (**B**,**E**,**G**), ** indicates *p* ≤ 0.01 by Student’s *t*-test.

**Figure 5:**
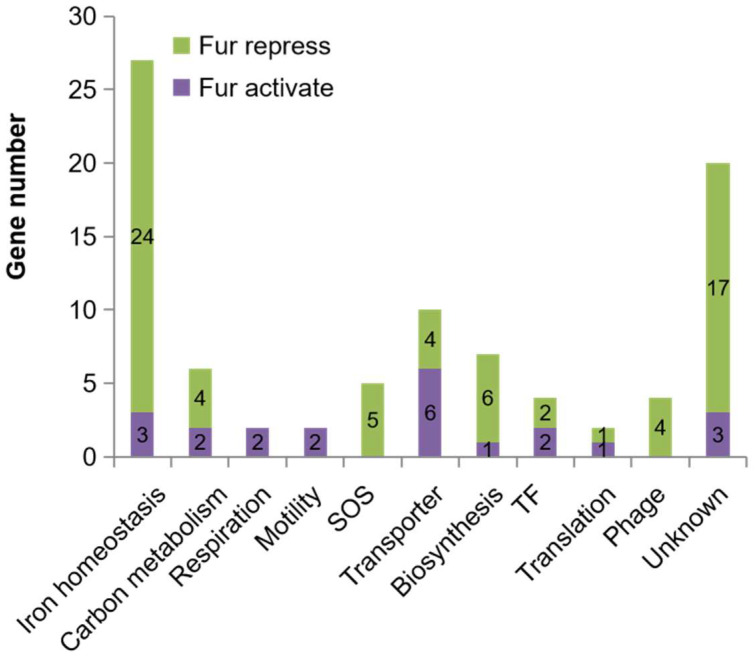
Gene numbers in each functional category. The 89 Fur-controlled transcriptional units in Supplementary Table S5 were classified into functional groups according to the GO term annotation of the first gene in each unit. ‘Iron homeostasis’ group contains genes related to iron metabolism; ‘Carbon metabolism’ group contains genes functioning in central carbon metabolism and catabolism of various carbon substrates; ‘Respiration’ group contains genes encoding proteins functioning in aerobic or anaerobic respiration; ‘Motility’ group contains structural, biosynthetic, and regulatory genes of flagella, motility, and chemotaxis; ‘SOS response’ group contains genes belonging to the SOS system; ‘Transporter’ group contains genes encoding transporters of various substrates; ‘Biosynthesis’ group contains genes functioning in biosynthesis of various molecules; ‘TF’ group contains genes encoding transcriptional factors; ‘Translation’ group contains genes encoding proteins functioning in translation; ‘Phage’ group contains genes encoding prophage proteins; ‘Function unknown’ group contains genes with physiological functions un-annotated.

**Figure 6:**
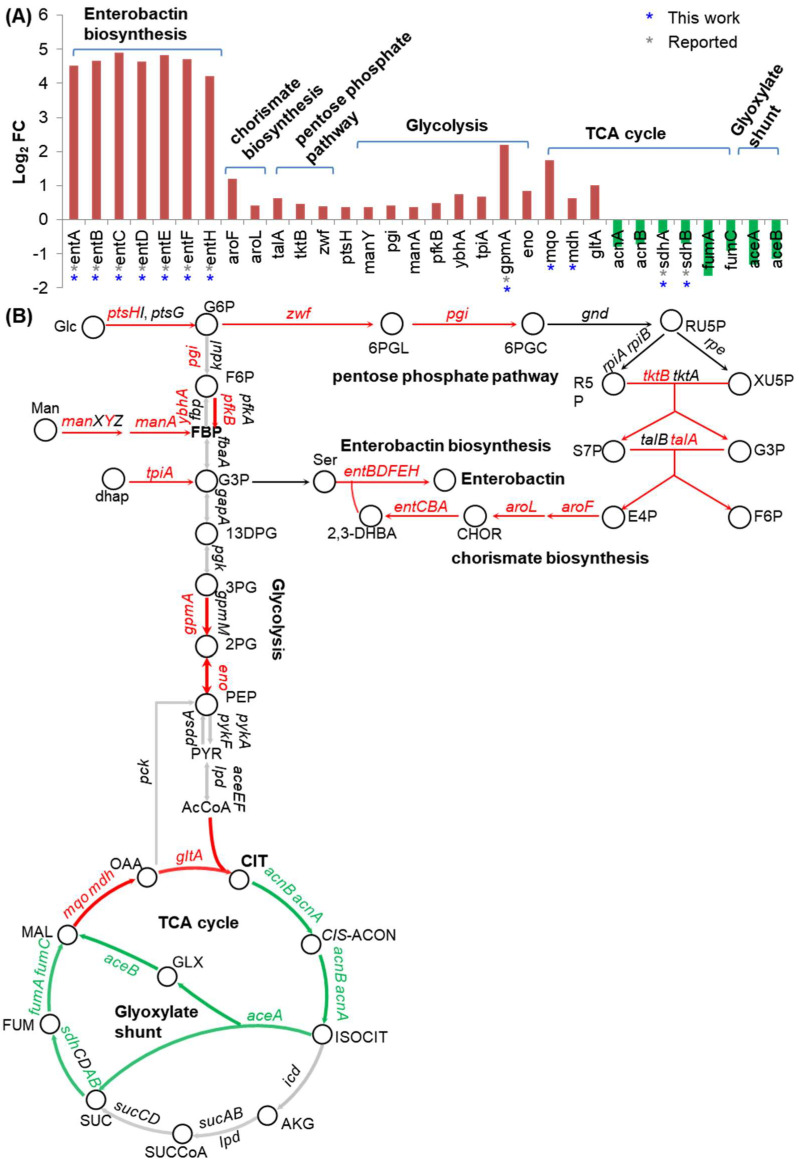
Fur-coordinated iron and carbon metabolism. (**A**) Fold changes in DEGs functioning in enterobactin biosynthesis and various forms of carbon metabolism in the transcriptome comparison of CY405 versus NCM3722. Green bars showed DEGs activated by Fur (directly or indirectly) and red bars showed DEGs repressed by Fur (directly or indirectly). DEGs that directly responded to Fur identified by ChIP-seq in this work were marked by stars in dark blue, and those that were identified in the literature were marked by stars in gray. (**B**) DEGs functioning in enterobactin biosynthesis and various pathways of carbon metabolism were mapped to the pathways. DEGs repressed by Fur (directly or indirectly) are shown in red, and DEGs activated by Fur (directly or indirectly) are shown in green. Non-DEGs are shown in black.

**Figure 7:**
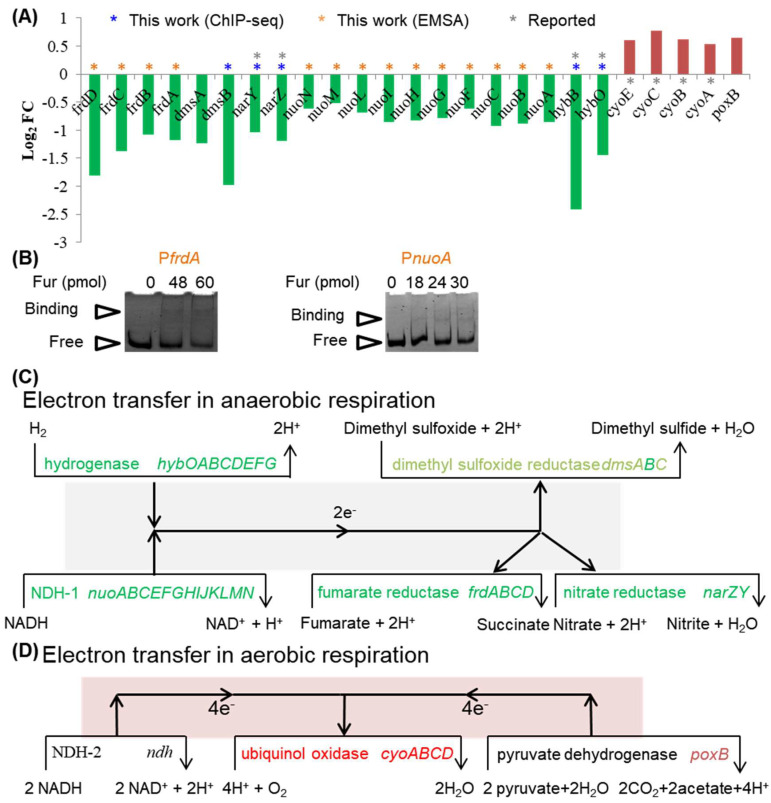
DEGs functioning in electron transfer of aerobic and anaerobic respiration. (**A**) Fold changes in DEGs functioning in aerobic and anaerobic respirations in the transcriptome comparison of CY405 versus NCM3722. Green bars showed DEGs activated by Fur (directly or indirectly), and red bars showed DEGs repressed by Fur (directly or indirectly). DEGs that directly responded to Fur identified by ChIP-seq in this work were marked by stars in dark blue, those identified by EMSA in panel (**B**) were marked by stars in orange, and those identified in the literature were marked by stars in gray. (**B**) Identification of Fur-binding promoters by EMSA. The promoter fragment of *frdA* (P*frdA*) or *nuoA* (P*nuoA*) was incubated with a purified Fur protein, as described in the Materials and Methods. Free and binding probes were respectively indicated by triangles next to the image. At least two independent repeats were performed for each assay, and one representative image is shown. (**C**) DEGs functioning in anaerobic respiration were mapped to the electron transfer chains. Electrons could be transferred from NADH to one of the three substrates (fumarate, nitrate, and dimethyl sulfoxide). The enzymes that functioned in this process included NDH-1, fumarate reductase, nitrate reductase, and sulfoxide reductase. Alternatively, electrons could be transferred from H_2_ to fumarate or dimethyl sulfoxide. The enzymes that functioned in this process included hydrogenase, fumarate reductase, and sulfoxide reductase. (**D**) The DEGs functioning in aerobic respiration were mapped to the electron transfer chains. Electrons could be transferred from NADH to O_2_ or from pyruvate to O_2_. The enzymes that functioned in this process included NDH-2, pyruvate dehydrogenase, and cytochrome o ubiquinol oxidase. In panels (**C**,**D**), DEGs repressed by Fur are shown in red (directly) and light red (indirectly). DEGs activated by Fur are shown in green (directly) or olive green (indirectly). Non-DEGs are shown in black.

**Figure 8:**
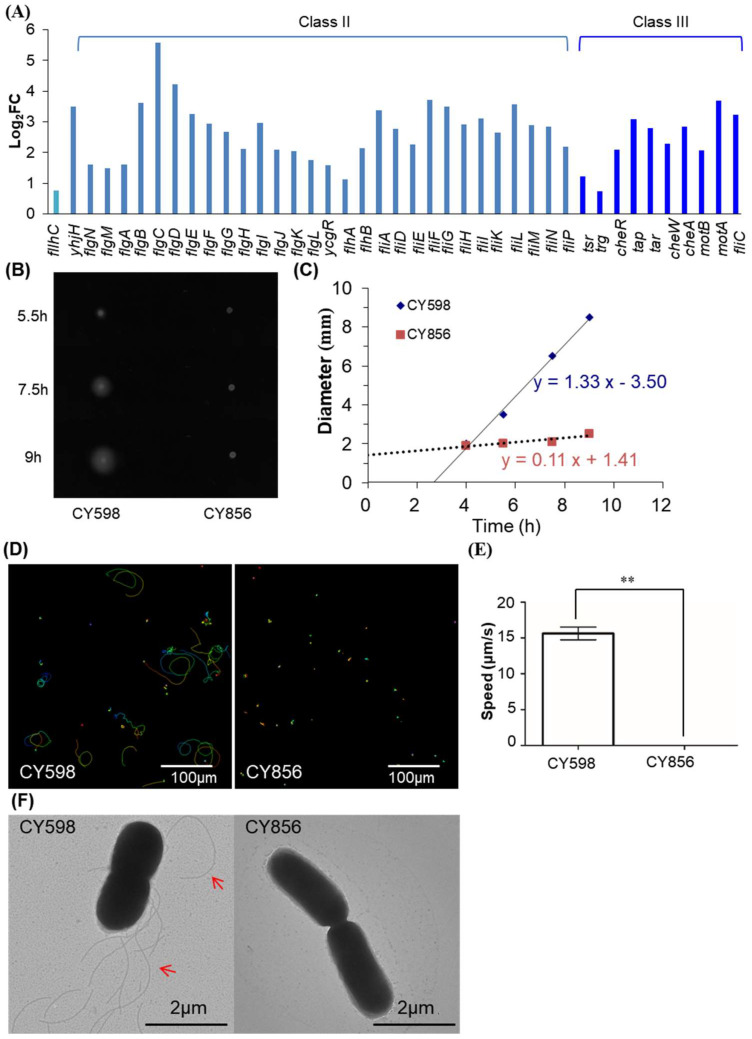
Characterization of Fur regulation on motility. (**A**) Fold changes in DEGs functioning in motility in the transcriptome comparison of NCM3722 versus CY405. The gene of *flhC* belonged to class I in the hierarchy of the flagellar cascade. (**B**) Swimming zones of the two strains on soft-agar plates after incubation at 37 °C for different lengths of time. CY598 is the Fur wild-type strain of NCM3722 with the mutated *fliC* fixed to the wild-type *fliC*. CY856 is the Fur-knockout strain derived from CY598. Two independent experiments were tested, and one representative image is shown. (**C**) Swimming speed of the two strains on soft-agar plates. The diameter of the swimming zone in (**B**) was plotted against time. The slope of the linear fitting indicates swimming speed in unit of mm/h. (**D**) The trajectories of the single-cell movements of the two strains in liquid culture. The rainbow colors correspond to the tracking time. (**E**) Swimming speed of the two strains grown in liquid culture. The swimming speed was expressed as the average ± S.D., which was calculated from 70 to 140 individual trajectories combined from two independent experiments. ** indicates *p* ≤ 0.01 by Student’s *t*-test. (**F**) Flagella of single cells of the two strains. One representative image of two independent experiments is shown. Red arrows mark representative flagella.

## Data Availability

The whole dataset of RNA-seq and ChIP-seq has been deposited to GEO with the accession number of GSE175957.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24109078/s1.

# Supplementary material for: Revisiting Fur Regulon Leads to a Comprehensive Understanding of Iron and Fur Regulation
**Source:** Int J Mol Sci. 2023 May 22;24(10):9078. doi: 10.3390/ijms24109078
**Supplement:** Supplementary file 1

# **Supplementary Materials**

## **Revisiting Fur regulon leads to a comprehensive understanding of iron and Fur regulation**

Chaofan Hou<sup>†</sup>, Lin Liu<sup>†</sup>, Xian Ju, Yunzhu Xiao, Bingyu Li, Conghui You\*

Shenzhen Key Laboratory of Microbial Genetic Engineering, College of Life Sciences and  
Oceanology, Shenzhen University, Shenzhen 518055, China

<sup>†</sup> These authors contributed equally to this work.

## **Supplementary Materials**

### **Supplementary Figures**

**Figure S1.** Binding peak of Fur identified upstream of *flhDC*.

**Figure S2.** Expression of motility genes by RT-qPCR.

**Figure S3.** Characterization of Fur regulation on motility in *E. coli* K12 strain MG1655.

### **Supplementary Tables**

**Table S1.** DEGs identified comparing the transcriptomes of NCM3722 (Fur+) grown in the medium with iron versus that without iron.

**Table S2.** DEGs identified comparing the transcriptomes of NCM3722 (Fur+) versus that of CY405 (Fur-) grown in the medium with iron supplied.

**Table S3.** DEGs identified comparing the transcriptomes of NCM3722 (Fur+) versus that of CY405 (Fur-) grown in the medium without iron supplied.

**Table S4.** Binding peaks of Fur identified in this work.

**Table S5.** Transcriptional units identified to be controlled by Fur directly in this study.

**Table S6.** Predicated binding sites of Fur on genes repressed by Fur.

**Table S7.** Predicated binding sites of Fur on genes activated by Fur.

**Table S8.** Fold changes of DEGs directly controlled by Fur identified in the transcriptome comparison of CY405 versus NCM3722 grown in the conditions with or without iron.

**Table S9.** Fold changes of DEGs directly controlled by Fur identified in the transcriptome comparison of CY405 versus NCM3722 grown in the condition with iron.

**Table S10.** Strains used in this study.

**Table S11.** Primers used in EMSA assay in this study.

**Table S12.** Primers of RT-qPCR used in this study.

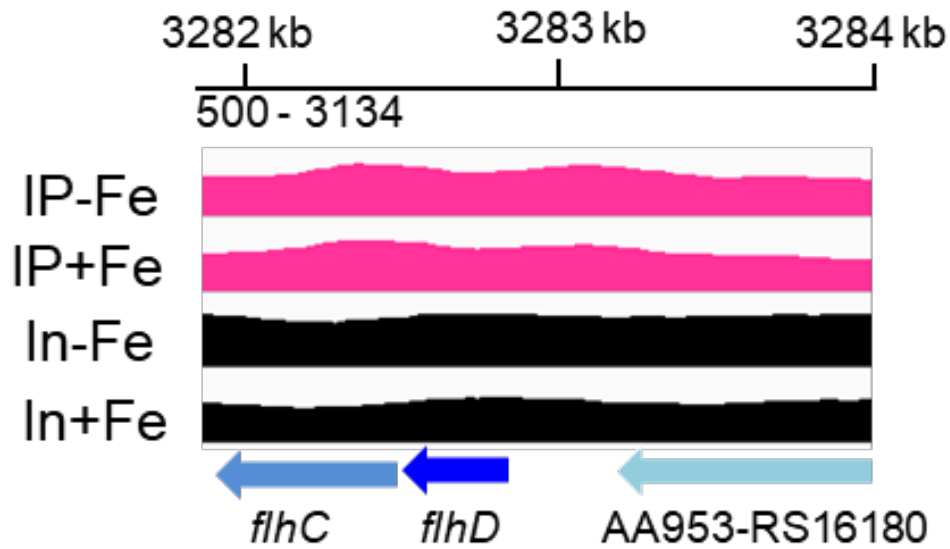

**Figure S1. Binding peak of Fur identified upstream of *flhDC*.**

This is the IGV image of the Fur binding profiles in the chromosomal region near *flhDC*. IP-Fe/In-Fe: ChIP-seq (IP-Fe) or input control (In-Fe) result in the growth condition without iron; IP+Fe/In+Fe: ChIP-seq (IP+Fe) or input control (In+Fe) result in the growth condition with iron. “500 – 3134” indicates the range of the scale.

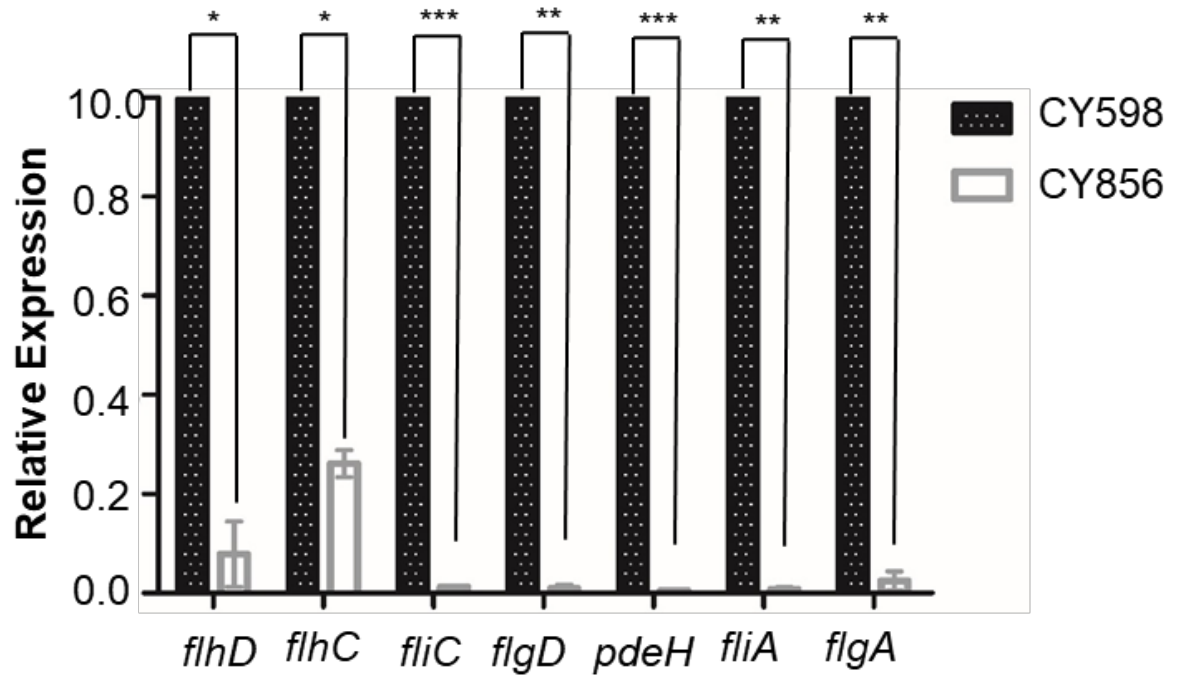

**Figure S2. Expression of motility genes by RT-qPCR.**

The expression of *flhDC* together with several motility genes in the two strains was detected by RT-qPCR. The mRNA level of each gene in CY598 was normalized to 1 and that in CY856 was determined relative to this value. The relative expression was shown as the average  $\pm$  S.D. of three independent experiments. \*,  $p \leq 0.05$ ; \*\*,  $p \leq 0.01$ ; \*\*\*,  $p \leq 0.001$ .

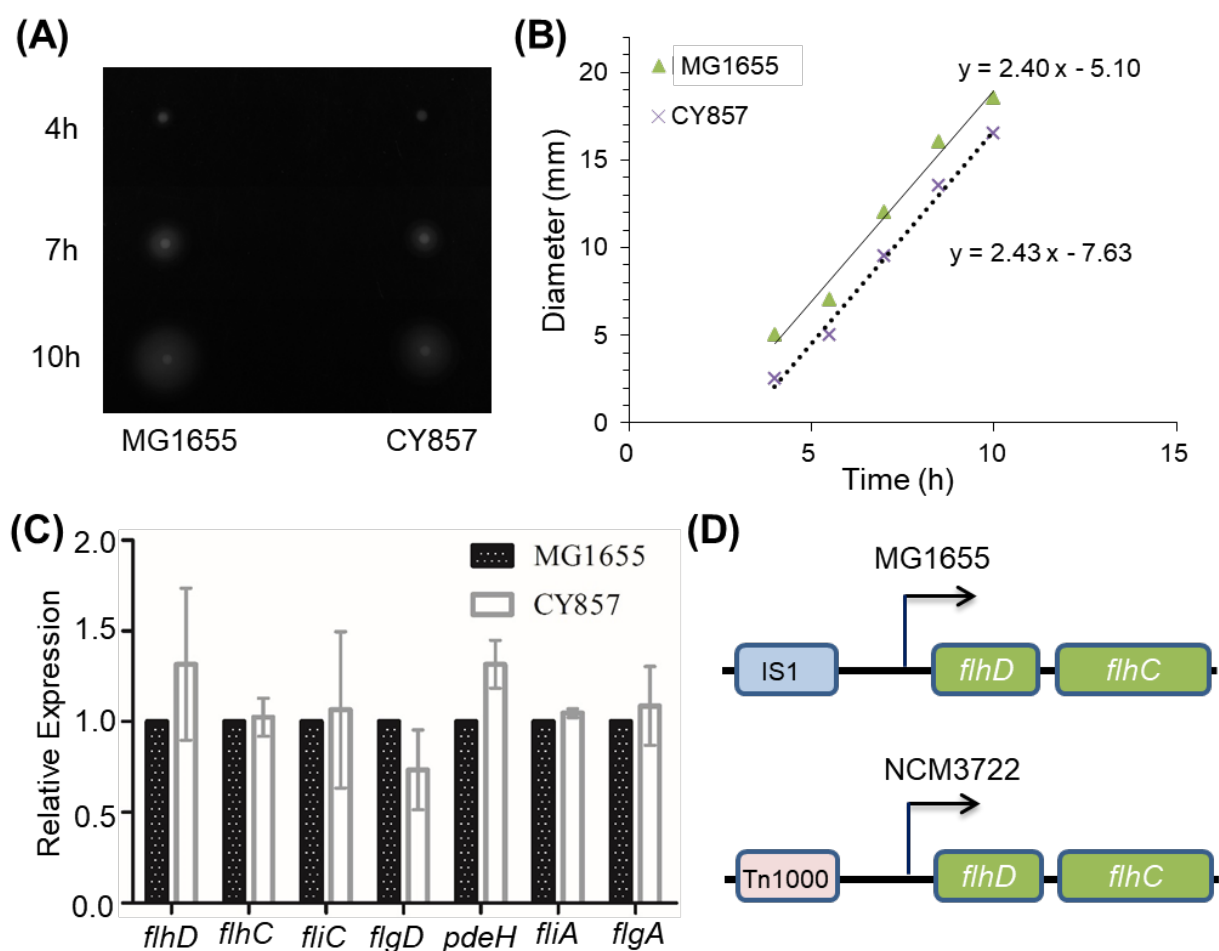

**Figure S3. Characterization of Fur regulation on motility in *E. coli* K12 strain MG1655.**

(A) Swimming zones of the two strains on soft-agar plates after incubation at 37 °C for different time. CY857 is the Fur knockout strain derived from MG1655. Two independent cultures were tested and one representative image is shown. (B) Swimming speed of the two strains on soft-agar plates. The diameter of the swimming zone in (A) was plotted against time. The slope of the linear fitting indicates swimming speed (mm/h). (C) The expression of *flhDC* together with several motility genes in the two strains was detected by RT-qPCR. The mRNA level of each gene in MG1655 was normalized to 1 and that in CY857 was determined relative to this value. The relative expression was shown as the average  $\pm$  S.D. of three independent experiments. (D) Illustration of the upstream of the *flhDC* operon in MG1655 and NCM3722 strains. Insertion sequences of IS1 and Tn1000 are respectively located upstream of the *flhDC* operon in the two strains which may change the regulatory region in different ways.

**Table S1. DEGs identified comparing the transcriptomes of NCM3722 (Fur+) grown in the medium with iron versus that without iron.**

---

**Table S2. DEGs identified comparing the transcriptomes of NCM3722 (Fur+) versus that of CY405 (Fur-) grown in the medium with iron supplied.**

---

**Table S3. DEGs identified comparing the transcriptomes of NCM3722 (Fur+) versus that of CY405 (Fur-) grown in the medium without iron supplied.**

---

**Table S4. Binding peaks of Fur identified in this work.**

---

<sup>a</sup> "Up stream" means this peak covers the up stream of the CDS of a nearest gene and "Down stream" means that this peak covers the down stream of the CDS of a nearest gene.

**Table S5. Transcriptional units identified to be controlled by Fur directly in this study.**

<sup>a</sup>The fold enrichment of Fur binding peaks were analyzed by MACS2 software. Each peak covered within -500 bp relative to the start codon of the adjacent gene.

<sup>b</sup>Fur binding peak was identified in the growth condition with (Fe+) or without (Fe-) iron supplied.

<sup>c</sup>Symbol of the first gene in each of the transcriptional unit was shown.

<sup>d</sup>Fold changes of the first gene in each of the transcriptional unit in the transcriptome comparison of CY405 versus NCM3722 in the growth condition with iron supplied. The value was shown in Log<sub>2</sub>. 'non-DEG' means that this gene is not differentially expressed.

<sup>e</sup>Same as that in c, but the data was obtained in the growth condition without iron supplied.

<sup>f</sup>'Repress' means this gene was repressed by Fur and 'Activate' means this gene was activated by Fur.

<sup>g</sup>'This work' means this gene was newly identified in this work. 'Reported' means this gene was a reported Fur regulon gene.

**Table S6. Predicated binding sites of Fur on genes repressed by Fur.**

---

<sup>a</sup>Binding site was predicated by MEME and for those with multiple Fur binding sites predicted, the binding sequence with the lowest p-value is shown.

**Table S7. Predicated binding sites of Fur on genes activated by Fur.**

<sup>a</sup>Binding site was predicated by MEME and for those with multiple Fur binding sites predicted, binding sequence with the lowest *p*-value is shown.

**Table S8. Fold changes of DEGs directly controlled by Fur identified in the transcriptome comparison of CY405 versus NCM3722 grown in the conditions with or without iron.**

**Table S9. Fold changes of DEGs directly controlled by Fur identified in the transcriptome comparison of CY405 versus NCM3722 grown in the condition with iron.**

---

**Table S10. Strains used in this work.**

**Table S11. Primers used in EMSA assay in this study.**

<sup>a</sup>length of the fragment.

**Table S12. Primers of RT-qPCR used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

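Total RNA of the Fur wild-type strain NCM3722 and the Fur-knockout strain CY405, each grown with and without ammonium iron citrate, was sequenced in 12 libraries, 3 for each of the 4 conditions. A treatment description shared by the samples names the iron addition for all 12. The split into with and without iron follows each sample's title and own treatment field. The 12 columns of counts used here were deposited by the authors as the number of reads per gene without normalization, after rRNA removal, filtering and adaptor trimming of the reads, and mapping with Bowtie2 to the NCM3722 chromosome and plasmid F. The paper's text does not name the tool that counted the reads or the handling of reads that map to several places. The 12 columns of RPKM values were made by the authors from those counts, per kilobase of gene and scaled to the sum of all counts of the library. Those over 1 were equal to values recomputed from the counts within a relative difference of 4.96e-05. The RPKM values were left out of the tests, except for those of small RNAs.

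The files list 4907 entries, 4522 of them genes, 117 ncRNAs, 154 pseudogenes, 25 rRNAs and 89 tRNAs. Of the entries, 4827 lie on the chromosome and 80 on plasmid F, and 105 had no count in any library. The identifiers of the files matched 0 entries of the reference table, which covers another strain, so symbols and positions are those of the files, where 15 symbols name 59 entries. The rRNA genes took 0.0165% to 0.0650% of the counts. Spearman correlations between libraries were 0.950 to 0.992, and TMM factors 0.878 to 1.20.

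Tests ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each of the 4 comparisons, the 6 libraries concerned were fitted alone. Genes kept by edgeR's filterByExpr were normalized with TMM and tested with the robust quasi-likelihood test, and a gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.01. Fold changes are NCM3722 versus CY405, or with iron versus without iron. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. The interaction of strain and iron was tested on all 12 libraries together. Expression is given in CPM over the 12 libraries normalized together, as mean and SD of 3 libraries.

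The numbers 1 to 3 of the libraries were not treated as pairs in the main tests. Of 12 correlations between same-numbered libraries of compared conditions, 4 were over 0.1, with a range of -0.126 to 0.439. For iron in NCM3722 they were 0.371, 0.071 and 0.439. A replicate block there raised the genes at an unadjusted p under 0.05 from 306 to 590 and the DEGs from 0 to 4. Pairing in that comparison therefore cannot be ruled out.

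Peaks, enrichments and transcriptional units are those of the paper's supplementary tables, and expression is from the counts. Differences between groups of genes were tested with two-sided permutation tests over genes, exact for the genes of Table S8 and with 100000 resamples otherwise. The lists of Figures 6A, 7A and 8A held 32, 25 and 41 genes. Lists of genes controlled by LexA, OxyR, SoxRS, ModE and FlhDC were tested as sets with camera at a preset correlation of 0.01 between genes, with an adjusted p under 0.05. The LexA, SoxRS and ModE lists were written before the counts were examined but after the paper's Tables S1 to S3 had been read. Those tables come from these same libraries, so the p values of these lists are not independent evidence. The OxyR list of 10 genes had median log2 fold changes of 0.12 and 0.01 for iron in NCM3722 and CY405, and of -0.24 and -0.27 for the strains with and without iron, and none of these passed. The FlhDC list of 40 genes had medians of 2.62 with iron and 2.24 without iron between the strains.

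Genes to name were drawn from those the paper names in its results, draws in Figures 6A, 7A and 8A or lists in Table S8. Added to these was fur itself. From the DEGs of each comparison whose libraries did not overlap, the 5 largest rises and the 5 largest falls were added. Not all of these genes are named in the text, and some genes, such as soxS, are named outside this rule. The genes of the prophage and those of the mod and moa operons were chosen after their values were seen, apart from those that fall under this rule.

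The test was checked on simulated data, in which 200 genes drawn at random were changed by 1 or 2 on the log2 scale in counts drawn from the libraries of each comparison. It recovered 129 of the 193 changed genes tested for iron in NCM3722, 129 of 190 for iron in CY405, 168 of 199 for the strains with iron, 99 of 197 without iron and 70 of 200 for the interaction. Genes called wrongly numbered 3, 4, 2, 2 and 1. DESeq2 recovered 146, 151, 171, 118 and 95 of 200 and called 14, 9, 5, 6 and 3 wrongly. Of 100 unchanged lists, camera called 0 and fry 4 at p under 0.05. Genes were drawn independently of each other in these simulations. The check therefore cannot show how often the set tests err for lists whose genes vary together.

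The alternatives were DESeq2 with its default filtering (alpha 0.1), RLE normalization, no filter on low counts, at least 10 counts in every library, all 12 libraries in one fit, a replicate block, rRNA and tRNA genes left out, an adjusted p under 0.05, each library left out in turn from the fits of edgeR, camera with an estimated correlation, and fry. These and the tests were chosen before the data were examined. A fit with the trend of each library on gene length removed (loess, span 0.5), DESeq2 with each library left out, the set tests with each library left out, set tests of the interaction, and the alternatives of the count of genes with a bound promoter were added after seeing the data. The ChIP-seq, EMSA, RT-qPCR and motility assays were not analysed here.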

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

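The tests of explanations in this part were all chosen after the results were seen. The LexA, SoxRS and ModE lists were written with the paper's DEGs from these libraries already read, so their p values are not independent evidence.

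Genes of the SOS response differed between the strains, and the paper, which places some of them among the directly controlled units of Figure 5, does not discuss the list as a whole. Of a list of genes repressed by LexA, 32 were tested, with a median log2 fold change of -1.01 for NCM3722 versus CY405 with iron, and 29 of the 32 were lower in NCM3722. Of these genes, 22 were DEGs with lower expression and 0 with higher expression. The adjusted p of the list was 1.42e-17 with camera, 0.0133 with the estimated correlation and 2.8e-06 with fry. Without iron the median was -0.42, with 31 of 32 genes lower and an adjusted p of 6.07e-07 with camera, but 0.330 with the estimated correlation and 0.218 with fry. A difference in library size or normalization was argued against by random lists of the same size, which a scaling factor would move as well, and 0 of 10000 had a median as low, the lowest being -0.25. With the trend on gene length removed, the median was -1.0002, with a fry p of 2.82e-07. Hydrogen peroxide stress in CY405 cannot be told apart from its absence, since the OxyR list had a fry p of 0.450 and members in both directions. The SoxRS list, also outside what the paper discusses, had a median of -0.49 with 15 of 15 genes lower in NCM3722. That share holds only for the genes as listed, and the list may not cover every gene that SoxRS controls. The genes acnA (0.81) and fumC, not in it, were higher in NCM3722. The adjusted p of the SoxRS list was 0.00393 with fry and 0.159 with the estimated correlation. Its median with the length trend removed was -0.47, with a fry p of 0.00120. Without iron the median of the SoxRS list was -0.29, with 15 of 15 genes lower and an adjusted p of 0.000105 with camera, 0.330 with the estimated correlation and 0.218 with fry. The values of the listed genes with iron could arise from superoxide stress in CY405, which may have raised the SOS genes. However, the list was written with the DEGs known, and no measurement of reactive oxygen was analysed here.

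The LexA list also differed between the strains in its response to iron. The response of NCM3722 minus that of CY405 had a median of -0.58, with 28 of 32 genes below 0, and 0.55 was the median response in CY405. The adjusted p of the interaction was 1.71e-11 with camera, 0.142 with the estimated correlation and 0.149 with fry, so an iron effect present only without Fur cannot be told apart from variation between libraries. The median was -0.85 without CY405 without iron replicate 3 and -0.42 without CY405 without iron replicate 1. Camera called the list in 12 of 12 fits that left out 1 library, added after seeing the data, and fry in 1.

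Genes between ybhC and ybhB, at 2011291 to 2058956 on the NCM3722 chromosome, make up a prophage region of 67 entries. Some of its units appear in the phage group of Figure 5, and the paper does not discuss the rest. Of 58 tested genes, 52 were DEGs with lower expression in NCM3722 than in CY405 with iron and 0 with higher expression. The median log2 fold change was -3.09, or -2.98 with the 1 gene at the floor set to its bound, and the genes ranged from -4.02 to -0.47. Without iron the median was -1.23, with 0 of 51 genes called and 28 at an unadjusted p under 0.05. With iron versus without iron the median was 1.39 in CY405, with 0 of 58 genes called and 44 at an unadjusted p under 0.05. It was -0.086 in NCM3722, with 0 of 48 called and 4 at an unadjusted p under 0.05. As a set, the genes in CY405 had an unadjusted p of 2.6e-43 with camera, 0.0599 with the estimated correlation and 0.0587 with fry. With 1 library left out, fry gave a p under 0.05 there in 1 of 6 fits. The response of NCM3722 minus that of CY405 had a median of -1.77, with 57 of 58 genes below 0 and an unadjusted p of 7.53e-42 with camera, 0.0214 with the estimated correlation and 0.0277 with fry. It ranged from -2.37 without CY405 without iron replicate 3 to -1.25 without its replicate 1, and fry gave a p under 0.05 in 6 of the 12 fits that left out 1 library. More DNA copies of the region as the whole cause would raise its genes alike, but 7 genes changed by less than 1, with standard errors up to 0.26, among them rexA at -0.53 and rexB at -0.95. More copies as part of the cause cannot be told apart from other causes. The 10 genes to the left had a median of -0.28, as low as in 6.37% of 3738 stretches of 10 genes, and the 10 to the right -0.81, as low as in 1.36%. Reads of another prophage were argued against by the 12 genes tested from intD up to nohD2, with a median of -0.049 and 1 DEG, although nohD2, nohA and nohD were at -3.20, -3.49 and -3.50. With the length trend removed the median was -2.84, with a fry p of 8.7e-05. On the scale of the set tests, the median with the trend left in was -2.86. Induction of the prophage in CY405, together with the SOS response, may explain the pattern as a hypothesis.

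Molybdenum genes changed in opposite directions. The list repressed by ModE had a median log2 fold change of 1.52 for NCM3722 versus CY405 with iron, with 3 of 4 genes higher (adjusted p = 0.00175 with camera, 0.113 with the estimated correlation and 6.04e-05 with fry). The list activated by ModE had a median of -1.52, with 5 of 8 genes lower (0.0169, 0.159 and 7.34e-05). The genes modABC had a median of 1.72, from 1.37 to 3.01, and all 3 were DEGs, while moaABCDE had a median of -1.94, from -2.01 to -1.37, and all 5 were DEGs. A higher copy number near the prophage was argued against for modABC, since it would lower their fold change, and modF, modE, acrZ, ybhA and pgl beside them had a median of -0.47. For moaABCDE as the whole cause it was argued against by the 7 neighbouring genes tested, with a median of -0.15 and ybhK at -0.16 (standard error 0.11), although AA953_RS10300, next to moaA, was at -2.13. The 6 others changed by less than 0.5. With the length trend removed the median of modABC was 1.69, with a fry p of 1.39e-06. On the scale of the set tests, their median with the trend left in was 1.68. Sensing of molybdate through ModE cannot be told apart from other causes, because 3 of the 8 genes activated by ModE went against the list.

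The list repressed by ModE also differed in its response to iron. The response of NCM3722 minus that of CY405 had a median of -1.10, with 4 of 4 genes below 0 and an adjusted p of 2.07e-06 with camera, 0.0468 with the estimated correlation and 0.0175 with fry. The median ranged from -1.28 to -0.90 over the 12 fits that left out 1 library, of which fry called 10. For the motility genes controlled by FlhDC the same difference was 0.24, with 33 of 40 genes above 0 and an adjusted p of 0.00124 with camera, 0.490 with the estimated correlation and 0.522 with fry. It ranged from 0.07 without NCM3722 without iron replicate 3 to 0.41 without NCM3722 with iron replicate 3, and camera called it in 9 of the 12 fits. No explanation was tested for these differences.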

How the results depend on the processing

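The cause of the changes in this part was not tested unless a value given here shows it. The files hold counts, so the alternatives set for files with RPKM alone (a pseudocount of 0.1, and no filter on RPKM) did not apply.

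DEGs between the strains with iron, their union, the direct units with iron and the carbon genes stayed within 1.5 times of 361, 361, 64 and 22 under each alternative, except that an adjusted p under 0.05 gave 568 and 570 DEGs. The count for iron in CY405 was 0 under each alternative of edgeR and with DESeq2. The difference between repressed and activated genes and the correlation with binding kept their direction and a p under 0.05 in each alternative.

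DESeq2 in place of edgeR gave 52 DEGs for iron in NCM3722 against 0, 119 for the strains without iron against 24, 31 for the interaction against 0 and 13 direct units without iron against 3. Of the 24 DEGs without iron, RLE normalization left a count of 13, no filter on low counts gave 38 and leaving out rRNA and tRNA genes gave 12. At least 10 counts in every library gave 5 DEGs without iron, 1 direct unit without iron and 18 motility genes against 37, and this filter tests fewer genes. All 12 libraries in one fit gave 28 DEGs for iron in NCM3722, 87 for the strains without iron, 9 direct units without iron and 8 respiration genes against 15. The replicate block gave 4 DEGs for iron in NCM3722, 4 for the strains without iron and 1 direct unit without iron. An adjusted p under 0.05 gave 77 DEGs without iron, 6 for the interaction, 9 direct units without iron and 24 respiration genes.

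The iron dependence of the shared direct genes, 0.962 (exact permutation p = 0.0456), had a p above 0.05 with RLE normalization (0.935), at least 10 counts (1.03), all 12 libraries in one fit (0.908), rRNA and tRNA genes left out (0.934) and the gene length trend removed (0.935), the last chosen after seeing the data. Over the 12 fits that each left out 1 library it lay between 0.821, without NCM3722 without iron replicate 1, and 1.09, without NCM3722 without iron replicate 2, and 5 of these had a p above 0.05. Of 24 set tests, camera called 16, camera with the estimated correlation 1 and fry 10. With 1 library left out, fits of the set tests added after seeing the data, camera called 15 to 18.

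With 1 library left out, the count for iron in NCM3722 was 0 to 42, the latter without NCM3722 without iron replicate 2, and it was 0 without any of the others. The count for the strains without iron was 2 to 15. It was 2 without CY405 replicate 3, 3 without NCM3722 replicate 1 or 2, 8 and 9 without CY405 replicates 1 and 2, and 15 without NCM3722 replicate 3. The interaction gave 0 to 36 genes, with 36 without NCM3722 without iron replicate 2 and 11 without CY405 without iron replicate 3. Direct units without iron numbered 0 to 2, and 0 without NCM3722 without iron replicate 1 or 2 or CY405 without iron replicate 3. Respiration genes numbered 7 to 16, with 7 without NCM3722 with iron replicate 2 or CY405 with iron replicate 1 and 9 without CY405 with iron replicate 2. DESeq2 with 1 library left out, added after seeing the data, gave 26 to 81 DEGs for iron in NCM3722, with 26 without NCM3722 with iron replicate 3 and 81 without its replicate 1. It gave 0 to 76 for iron in CY405, with 76 without CY405 without iron replicate 3. For the strains without iron it gave 69 to 215, with 69 without CY405 replicate 3 and 215 without CY405 replicate 2, and for the interaction 20 to 70, with 70 without CY405 without iron replicate 3. Against 454 for the union, 73 direct units with iron, 24 carbon genes and 40 motility genes with DESeq2 on all libraries, it gave 340 to 521, 60 to 69, 20 to 26 and 33 to 38. It gave 8 to 17 direct units without iron against 13, with 8 without CY405 without iron replicate 3, and 11 to 19 respiration genes against 21, with 11 without CY405 with iron replicate 1 and 19 without NCM3722 with iron replicate 1.

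Directions turned around with 1 library left out for 2 genes and for medians of lists. Without CY405 without iron replicate 2, the log2 fold change of iron in CY405 was 0.073 for cirA and 0.22 for entC, against -0.06 and -0.23. With the other libraries left out in turn it went down to -0.19 for cirA and -0.46 for entC, both without CY405 without iron replicate 1, and none of these values passed the threshold. The median of the SoxRS list for iron in NCM3722, 0.17, was -0.023 without NCM3722 without iron replicate 1 and up to 0.29 without NCM3722 without iron replicate 3. For iron in NCM3722 the LexA list, 0.06, ranged from -0.0023 without NCM3722 without iron replicate 2 to 0.17 without its replicate 3, and the FlhDC list, -0.06, from -0.21 without NCM3722 with iron replicate 2 to 0.084 without its replicate 3. For iron in CY405 the OxyR list, 0.01, ranged from -0.041 without CY405 with iron replicate 1 to 0.025 without its replicate 3, and was also below 0 without CY405 without iron replicate 2 (-0.012) or 3 (-0.0050). The list repressed by ModE, -0.06, ranged there from -0.20 without CY405 without iron replicate 1 to 0.045 without its replicate 2. In the interaction the SoxRS list, -0.12, was 0.045 and 0.0016 without CY405 without iron replicates 1 and 2. It went down to -0.29 without NCM3722 without iron replicate 1. The OxyR list, 0.09, ranged from -0.028 without NCM3722 without iron replicate 1 to 0.32 without CY405 without iron replicate 2. The list activated by ModE, 0.04, ranged from -0.064 without CY405 without iron replicate 3 to 0.32 without its replicate 1. Camera called the SoxRS list in 2 of these 12 fits and the list activated by ModE in 1, and fry called neither. Over the 76 results for named genes and lists, the alternatives set before the data were examined left 623 of 707 values with the same direction and on the same side of the threshold, with 61 weaker, 21 stronger and 2 reversed. Those added after seeing the data left 200 of 216, with 4 weaker, 5 stronger and 7 reversed. The added ones were the set tests with 1 library left out, which hold all 7 of these reversals, the gene length trend removed, and each alternative of the count of genes with a bound promoter.

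Other splits of the libraries were counted beside each result, the real split included. For 3 libraries against 3 there are 10 splits, so a share is never under 0.1. For the strains with iron and for the strains without iron, 1 of the 10 splits gave as many DEGs, with edgeR and with DESeq2, and other splits gave at most 0 with edgeR, and 25 and 14 with DESeq2. For iron in NCM3722, 10 of the 10 splits gave as many with edgeR, since the count was 0, and 2 of 10 with DESeq2. The other of these, with NCM3722 with iron replicate 1 and NCM3722 without iron replicates 1 and 2 against the rest, gave 54 DEGs. For iron in CY405, 10 of 10 splits gave as many with both tools. For the direct units with iron and without iron, the carbon, respiration and motility genes, the difference between repressed and activated genes, and the correlation with binding, it was 1 of 10 each. The union was as large in 10 of 100 pairs of splits, all 10 with the libraries with iron in their real groups. The iron dependence was as large in 6 of 100, all 6 with the libraries with iron in their real groups. Thus 6 of the 10 splits of the libraries without iron gave as large a value, and the share is not a chance level for it. As many set tests were called in 2 of 100 combinations of splits. The interaction gave as many genes in 100 of 100 drawn splits, since the count was 0, and as many at an unadjusted p under 0.05 in 36.

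Depth and spread limit the smaller changes. In simulated counts, edgeR recovered 41 of 97 genes changed by 1 on the log2 scale for iron in NCM3722, 38 of 95 for iron in CY405, 71 of 100 for the strains with iron and 15 of 98 without iron. Of genes changed by 2 it recovered 88 of 96 for iron in NCM3722, where cirA at -4.47 was not called, so the simulated shares need not hold for genes that vary between replicates.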

Differences from the paper's values

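For iron in NCM3722 the count of DEGs was 0 against the paper's 58, with 0 higher against the paper's 2 and 0 lower against the paper's 56. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave 52 (3 higher and 49 lower), and leaving out NCM3722 without iron replicate 2 gave 42 (2 higher and 40 lower), and these fell within 1.5 times of the paper's values. DESeq2 with 1 library left out, chosen after seeing the values, also came within 1.5 times of the paper's count without NCM3722 with iron replicate 1 (81, with 72 lower) and without NCM3722 without iron replicate 2 (62, with 55 lower). All 12 libraries in one fit gave 28 and the replicate block 4, and the other alternatives set before the data were examined gave 0. All 58 genes of the paper's Table S1 changed in the paper's direction, and the log2 fold changes differed from the paper's by a median of 0.0097.

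For the strains without iron the count was 24 against the paper's 174, with 17 higher against the paper's 95 and 7 lower against the paper's 79. DESeq2 gave 119 in all and 72 higher, within 1.5 times of the paper's, and 47 lower, which was not. None of the other alternatives set before the data were examined closed these gaps, all 12 libraries in one fit giving 87 and an adjusted p under 0.05 giving 77. Of the fits of DESeq2 with 1 library left out, chosen after seeing the values, the one without CY405 without iron replicate 2 closed the 3 gaps (215, with 127 higher and 88 lower). The one without CY405 without iron replicate 1 closed that of the genes lower (63), and those without NCM3722 without iron replicates 1 and 3 that of the genes higher (70 and 71). For the strains with iron, 124 genes were higher against the paper's 203, and DESeq2 (159) and an adjusted p under 0.05 (224) closed the gap while the others set before the data were examined did not. Chosen after seeing the values, DESeq2 without NCM3722 with iron replicate 1 or 3 or without CY405 with iron replicate 2 (141, 144 and 138) closed it too. The union was 361 against the paper's 560, and DESeq2 (454) and an adjusted p under 0.05 (570) closed the gap while the others set before the data were examined did not, and so did, chosen after seeing the values, removing the gene length trend (386) and DESeq2 with 1 library left out (399 to 521), except without CY405 with iron replicate 1 (340) or 3 (360).

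Direct transcriptional units called without iron were 3 against the paper's 28, and those called in both conditions 3 against the paper's 23. None of the alternatives set before the data were examined closed these gaps, DESeq2 giving 13 and 12. DESeq2 without NCM3722 without iron replicate 3, chosen after seeing the values, gave 17 and 16, of which the second lies within 1.5 times of the paper's. Activated units numbered 11 against the paper's 22, and an adjusted p under 0.05 gave 19, while DESeq2 gave 14 and the others set before the data were examined did not close the gap. DESeq2 without CY405 without iron replicate 2, chosen after seeing the values, gave 15, within 1.5 times of the paper's.

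The paper lists sdhA, aroL, dmsA, dmsB, narU and narY as DEGs with iron, and their adjusted p values here were 0.0315, 0.0280, 0.0139, 0.0139, 0.0129 and 0.0276. All 6 pass an adjusted p under 0.05. DESeq2 called dmsA, as did the fit without NCM3722 with iron replicate 1, and the fit without CY405 with iron replicate 3 called narY. Of the settings chosen after seeing the values, removing the gene length trend called dmsB, and DESeq2 called dmsA without NCM3722 with iron replicate 1, sdhA without its replicate 3 and narY without CY405 with iron replicate 3.

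The paper describes the whole operons nuoABCEFGHIJKLMN and cyoABCDE as differentially expressed. All of their genes changed in the paper's direction, and 7 of 13 and 1 of 5 were called with iron, against 9 and 3 with DESeq2 and 10 and 3 at an adjusted p under 0.05. All 5 of cyoABCDE were called without NCM3722 with iron replicate 1, with edgeR and, chosen after seeing the values, with DESeq2. Of nuoABCEFGHIJKLMN, at most 10 were called with edgeR and, chosen after seeing the values, 11 with DESeq2, both without NCM3722 with iron replicate 3. The paper treats the 18 genes of Table S8 as DEGs in both conditions, of which 2 were called in both here, 7 with DESeq2, 6 at an adjusted p under 0.05 and 5 with all 12 libraries in one fit. DESeq2 without NCM3722 without iron replicate 3, chosen after seeing the values, called 11 in both.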

Other observations

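Of the tests in this part, that of the median of the weakly bound units was written before its result was seen, and the others were chosen after.

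One CY405 library without iron, replicate 3, lay close to the libraries with iron. For the LexA list it was 88.0% of the way from the other replicates without iron to the libraries with iron, for the prophage genes 78.2%, for mntH 84.3% and for soxS 107%. Of the 3 libraries without iron, it was the highest in 25 of the 32 LexA genes and 57 of the 58 prophage genes. A mixed or mislabelled sample cannot be told apart from variation between cultures, since only 3 libraries per condition exist and no second measurement of the cultures was used here.

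One NCM3722 library without iron, replicate 2, lay between the others and the libraries with iron. Over 24 strongly bound repressed units its median position was 56.2% of the way to the libraries with iron, with quartiles of 50.1% and 74.8%, and it was the lowest of its condition in 28 of 34 units. A mixed sample or a culture with more iron cannot be told apart here.

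The small RNA RyhB, 90 nt long, had 1 to 5 counts in every library. Small RNAs no longer than a read had a median RPKM of 5.61 (65 RNAs), and longer ones 16.8 (50 RNAs; two-sided permutation test, p = 0.0680). The abundant ffs RNA, 114 nt long, had 1 to 7 counts. A loss of short RNAs before sequencing or counting cannot be told apart from low expression, so regulation by RyhB could not be read from these counts.

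Repressed units with weak peaks differed in their response to iron in NCM3722. The 32 units with a fold enrichment under 2.51 had a median log2 fold change of -0.078, with 23 of them lower with iron, and the 34 others had -1.12, with 29 lower. The weak units were set against random genes (two-sided permutation test, p = 0.0823). Because these units were chosen with the same NCM3722 libraries with iron, 20 simulations without an iron effect were run, and they gave a mean of -0.05, between -0.22 and 0.05. Of the 32 units, 9 were lower with iron at an unadjusted p under 0.05 and 1 was higher. The share lower was 28.1%, against at most 14.3% in the simulations, so part of these units may be repressed by iron. Of the 12 units within 10000 nt of a strongly bound one, 7 were among the 9, entB at -3.83 and ybiX at -3.53 included, and whether the weak peak or the strong one acts on them was not tested. Of the 20 others 2 were, or 10%, against at most 18.2% in the simulations, with a median of -0.023. Repression by iron at these 20 units cannot be told apart from no response, since few units and 3 libraries per condition carry the test, and for all 32 as a group it cannot be told apart either, since they went both ways.

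Of 9 SOS and prophage units listed as directly repressed, 8 were tested for iron in NCM3722, all but TraR. They had a median log2 fold change of -0.0077 with iron versus without iron in NCM3722, 4 of them lower, against -0.88 for the 58 other repressed units (two-sided permutation test, p = 0.0273). For NCM3722 versus CY405 with iron the median of the 9 was -2.81, and their peaks had a fold enrichment of 1.12 to 2.52. In CY405, without Fur, all 9 were higher with iron, with a median of 1.33 against 0.039 for the 58 other repressed units, and 7 had an unadjusted p under 0.05, with 0 called. This median ranged from 0.91 without CY405 without iron replicate 1 to 2.19 without its replicate 3. The interaction of strain and iron called 0 of the 9, and 5 had an unadjusted p under 0.05. Repression by iron-loaded Fur at their promoters cannot be told apart from its absence, since a rise with iron such as that in CY405 would offset a fall through Fur in NCM3722.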
